# Uhrf1 regulates active transcriptional marks at bivalent domains in pluripotent stem cells through Setd1a

**DOI:** 10.1038/s41467-018-04818-0

**Published:** 2018-07-03

**Authors:** Kun-Yong Kim, Yoshiaki Tanaka, Juan Su, Bilal Cakir, Yangfei Xiang, Benjamin Patterson, Junjun Ding, Yong-Wook Jung, Ji-Hyun Kim, Eriona Hysolli, Haelim Lee, Rana Dajani, Jonghwan Kim, Mei Zhong, Jeong-Heon Lee, David Skalnik, Jeong Mook Lim, Gareth J. Sullivan, Jianlong Wang, In-Hyun Park

## Abstract

Embryonic stem cells (ESCs) maintain pluripotency through unique epigenetic states. When ESCs commit to a specific lineage, epigenetic changes in histones and DNA accompany the transition to specialized cell types. Investigating how epigenetic regulation controls lineage specification is critical in order to generate the required cell types for clinical applications. Uhrf1 is a widely known hemi-methylated DNA-binding protein, playing a role in DNA methylation through the recruitment of Dnmt1 and in heterochromatin formation alongside G9a, Trim28, and HDACs. Although Uhrf1 is not essential in ESC self-renewal, it remains elusive how Uhrf1 regulates cell specification. Here we report that Uhrf1 forms a complex with the active trithorax group, the Setd1a/COMPASS complex, to maintain bivalent histone marks, particularly those associated with neuroectoderm and mesoderm specification. Overall, our data demonstrate that Uhrf1 safeguards proper differentiation via bivalent histone modifications.

## Abstract (web summary)

Uhrf1 is a known regulator of heterochromatin and DNA methylation in embryonic stem cells (ESCs). Here, the authors demonstrate that Uhrf1 acts together with the Set1/COMPASS complex regulator of active transcription to promote H3K4 methylation at bivalent loci and Uhrf1 loss results in disruption of differentiation.

## Introduction

Uhrf1 (Ubiquitin-like, with PHD and RING finger domains 1, also known as NP95 or ICBP90) is a multi-domain nuclear protein that faithfully regulates epigenetic modifications through two mechanisms: (i) by recognition of histone marks through subsequent interactions with chromatin modifying proteins and (ii) DNA methylation maintenance^1^. Uhrf1 is essential in early embryogenesis^2–4^. Although Uhrf1 knock-out (KO) mouse embryonic stem cells (ESCs) are viable and able to self-renew, they display delayed cell cycle progression, a loss of DNA methylation, altered chromatin structure, and enhanced transcription of repetitive elements^2,4^. Uhrf1 is also highly expressed in neural stem cells (NSCs). Interestingly, loss of Uhrf1 in NSCs leads to the activation of retroviral elements, similar to that observed in Uhrf1 KO ESCs^5^. Recent studies showed that a reduction of Uhrf1 expression via Pramel7 (PRAME-like 7) is important in the conversion of primed ESCs to a naive state^6,7^.

One of the major functions of Uhrf1 is the inheritance of DNA methylation during DNA replication. Uhrf1 binds to hemi-methylated DNA via its Set- and RING-Associated (SRA) domain, which facilitates the loading of DNA methyltransferase 1 (Dnmt1) onto the newly synthesized DNA strand during cell division^8^. The plant homeo domain (PHD) and tandem Tudor domain (TTD) domains of Uhrf1 simultaneously recognize trimethylated H3 at lysine 9 (H3K9me3), which could potentially contribute to the interplay between histone modification and DNA methylation, and the localization of H3K9me3 to pericentric heterochromatin^9–11^. Uhrf1 also contains a really interesting new gene (RING) domain that ubiquitylates histone H3 at lysine 23 (H3K23ub) and is essential for the recruitment of Dnmt1 for the maintenance of DNA methylation^12^. Recent discoveries have demonstrated Uhrf1’s bipartite role as a DNA damage sensor and nuclease scaffold in DNA repair, as well as the importance of its SRA domain^13–15^. Although the biochemical function of Uhrf1 in DNA methylation and heterochromatin formation has been extensively investigated, its biological function in ESCs has yet to be explored.

Bivalent histone marks, represented by H3K4me3 and H3K27me3, are unique features of promoters associated with development and differentiation in ESCs^16^. When ESCs differentiate into a given lineage, active histone marks are maintained in genes that are expressed in that specific lineage, while the repressive histone marks in those genes are concomitantly removed^16^. The polycomb repressive complex 2 (PRC2) proteins mediate H3K27me3 modification to regulate gene repression^17,18^. In contrast, H3K4 methylation is catalyzed by the Set1 complex proteins. Metazoans have three subsets of this complex: the Set1/COMPASS, trithorax (Trx), and trithorax-related (Trr). These complexes share the same core protein components, but differ in their catalytic subunits. The Set1/COMPASS complex has Setd1a or Setd1b as its catalytic subunit, while Trx has myeloid/lymphoid or mixed-lineage leukemia 1 (MLL1) or MLL2, and Trr has MLL3 or MLL4^19^. Set/MLL core subunits, such as WD repeat-containing protein 5 (Wdr5), Ash2l (Ash2-like), and retinoblastoma-binding protein 5 (Rbbp5), are required for full histone methyltransferases (HMT) activity of the Set complex, while Rbbp5 and Ash2l heterodimer participates in the HMT activity of MLL1 complex^20–23^. In spite of overwhelming evidence that Uhrf1 regulates repressive histone marks, it is still unclear whether Uhrf1 is involved in the regulation of active chromatin marks.

Here, we investigate the function of Uhrf1 in its regulation of pluripotency and differentiation of ESCs. Surprisingly, our data show that Uhrf1 plays a critical role in lineage specification by controlling bivalent histone modifications. Its deletion in ESCs disrupts not only the repressive mark H3K27me3, but also the active histone mark H3K4me3 on bivalent loci, ultimately causing defects in differentiation. Furthermore, biochemical analysis demonstrates that Uhrf1 interacts with the Setd1a/COMPASS complex and positively regulates H3K4me3 modifications. Our findings reveal an essential function of Uhrf1 as a stabilizer of the epigenome by promoting H3K4me3 modifications necessary for faithful differentiation and the maintenance of bivalent histone modifications for pluripotency.

## Results

### Uhrf1 deficiency disrupts bivalent histone marks in ESCs

We first performed chromatin-immunoprecipitation with high-throughput sequencing (ChIP-seq) to identify global targets of Uhrf1. 2784 Uhrf1-enriched regions (10.2%) were identified around promoters or gene bodies, while 10,860 were located in the intergenic regions (89.8%) (Fig.1a). Comparative analysis with ChIP-seq for histone modifications showed that the genome-wide distribution of Uhrf1 is most significantly correlated with that of H3K9me3 marks (Pearson correlation = 0.928, *p* < 2.2e−16, Supplementary Fig. 1a), consistent with previous findings that Uhrf1 directly interacts with H3K9me3^24^. Interestingly, Uhrf1 distribution was also highly correlated with H3K4me3 and H3K27me3 mark distribution (correlation = 0.582 and 0.747, respectively) (Supplementary Fig. 1a). In contrast, 5-hydroxymethyl-cytosine (5hmC) or methyl-cytosine (5mC) did not appear to correlate with Uhrf1-binding patterns (correlation = −0.113 and −0.149, respectively) (Supplementary Fig. 1a)^25^. In addition, comparative analysis of transcriptome profiles of Uhrf1 KO and Dnmt1 KO ESCs showed that only 12.3% of the up-regulated genes and 4.4% of the down-regulated genes overlapped (Fig. 1b)^26^. Pluripotent-related genes (e.g. *Prdm14*, *Rex1* and *Lefty1*) were dysregulated uniquely in Dnmt1 KO ESCs, while Uhrf1 KO cells exhibited dysregulation in several developmental genes (Hand1 and Sox15), and genes exclusively expressed at the early embryonic stage (e.g. *Klf2* and *Zscan4b*) (Fig. 1b). Gene ontology (GO) analysis also revealed that genes involved in protein ubiquitination and DNA repair, the known functions of Uhrf1, were uniquely down regulated in Uhrf1 KO ESCs^14,25^. These results suggest that Uhrf1 chromatin occupancy is highly associated with histone modification rather than DNA methylation, despite the fact that Uhrf1 is involved in the recruitment of Dnmt1 to facilitate DNA methylation through H3K9me3 binding^10^.

**Fig. 1:**
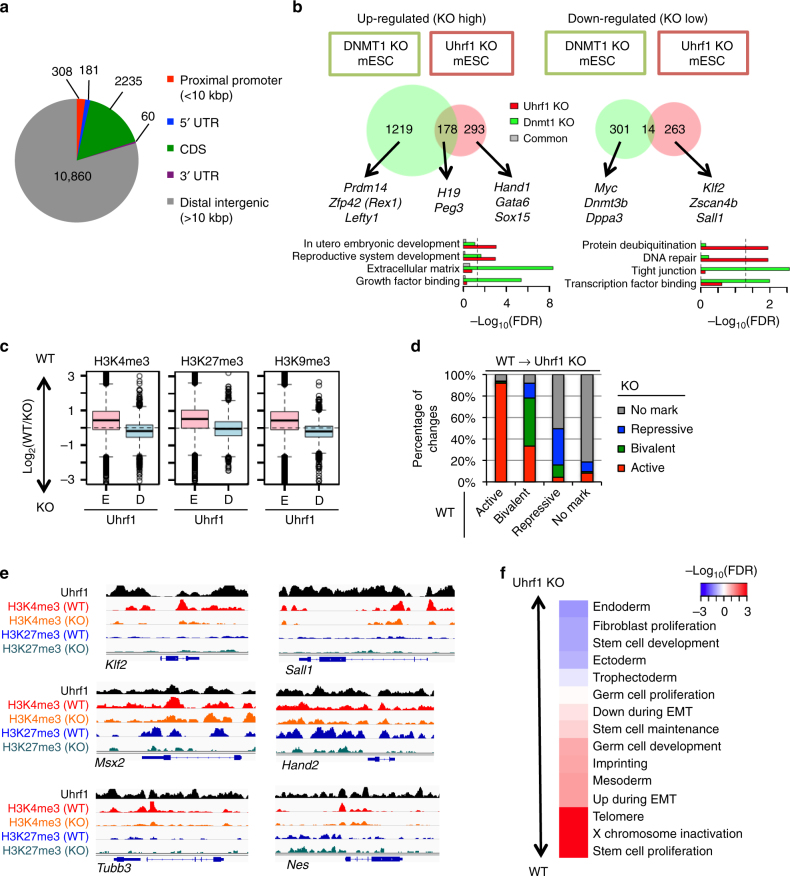
Uhrf1 deficiency disrupts bivalent histone modification. **a** Distribution of Uhrf1-enriched regions in gene body and intergenic regions. **b** Comparative analysis of up-regulated (left) and down-regulated genes (right) between Uhrf1 and Dnmt1 KO. Representative genes and over represented GO terms for unique and common genes are also shown. Dashed line represents 0.05 FDR cut-off. **c** Comparative analysis of H3K4me3, H3K27me3, and H3K9me3 change between Uhrf1-enriched (**e**) and Uhrf1-depleted (**d**) regions. *Y*-axis represents the difference of log_2_(ChIP/input) between WT and Uhrf1 KO. **d** Changes of promoter classes between WT and Uhrf1 KO ESCs. **e** Histone modification landscape of representative genes related to pluripotency, mesoderm/mesenchyme/muscle, and neuroectoderm development. **f** GSEA for stem cell functions. Statistical enrichment (−log_10_(FDR)) in Uhrf1 KO and WT was shown by blue and red color, respectively

To determine Uhrf1’s contribution to chromatin organization, we compared various histone modifications (H3K4me3, H3K27me3, and H3K9me3) between wild type (WT) and Uhrf1 KO ESCs. We found that Uhrf1 deficiency disrupted H3K4me3, H3K27me3, and H3K9me3 modifications (Supplementary Fig. 1b). Notably, disruption of H3K4me3 and H3K27me3 preferentially occurred at transcription start sites (TSSs) (*p* < 2.2e−16, “E” in Fig. 1c), whereas H3K9me3 disruptions occurred predominantly in intergenic regions (Supplementary Fig. 1c), L1 and LTR class retrotransposons (Supplementary Fig. 1d). Our results suggest that Uhrf1 not only localizes to heterochromatic regions, but also to specific euchromatic regions for transcriptional regulation of genes through regulation of H3K4me3 and H3K27me3 modifications.

Using WT and Uhrf1 KO ESCs, we next classified promoters into four distinct states, either active, repressive, bivalent, or no mark, indicated by the presence or absence of H3K4me3 and H3K27me3 marks (Supplementary Fig. 1e). We observed that while the majority of active and no-mark promoters were retained in Uhrf1KO ESCs, half of repressive promoters (50.4%) were switched to no-mark promoters in Uhrf1KO ESCs. Interestingly, 55% of the bivalent marks observed in WT ESCs were disrupted and redistributed into either repressive (13.95%) or active (33.57%) promoter states in Uhrf1 KO cells (Fig. 1d). Uhrf1 was significantly enriched around bivalent and repressive loci (*p* < 3.07e−2, Supplementary Fig. 1f). In addition, Uhrf1 KO ESCs showed a significant decrease in H3K4me3 and H3K27me3 modifications at the promoters of mesodermal genes and a decrease of H3K4me3 in ectodermal genes (*p* < 4.86−2 by *T* test, Supplementary Fig. 1g). This was further validated using ChIP-qPCR, against genes involved in differentiation and pluripotency. For example, genes involved in muscle development (e.g. *Msx2* and *Hand2*) showed a marked reduction of H3K4me3 and H3K27me3, while neuroectoderm (e.g. *Tubb3* and *Nes*) and pluripotency genes (e.g. *Klf2* and *Sall1*) displayed a loss of H3K4me3 (Fig. 1e and Supplementary Fig. 1h, i).

To determine whether the disruption of a bivalent state in poised promoters by KO of Uhrf1 truly affects gene expression levels, we compared global gene expression between WT and Uhrf1 KO ESCs. Surprisingly, only a few hundred genes were differentially expressed between WT and Uhrf1 KO ESCs (Fig. 1b). Despite the observed differential modification of H3K4me3 and H3K27me3 on the ectodermal and mesodermal genes (Supplementary Fig. 1g), Uhrf1 deficiency in ESCs did not significantly affect stem cell maintenance (FDR = 0.298), trilineage developmental genes (FDR > 0.060) or trophectoderm (FDR = 0.501) (Fig. 1f)^27^. Although Uhrf1-derived bivalent disruption had little influence on trilineage-related gene expression in Uhrf1 KO ESCs, disrupted bivalent marks in Uhrf1 KO ESCs reveal a previously undefined function of Uhrf1 as a regulator of cell lineage specification during differentiation.

### Uhrf1 is critical in mesodermal and ectodermal differentiations

To address if bivalent disruption impacts ESCs differentiation, we assessed embryoid body (EB) formation using WT and Uhrf1 KO ESC lines. Uhrf1 KO EBs presented with an irregular and inflated shape as early as day 7 when compared to the spherical EBs derived from WT ESCs (Fig. 2a). In addition to the gross morphological differences, Uhrf1 KO ESCs formed contractile EBs earlier than WT ESCs. WT EBs started beating at around day 9 and showed a gradual decrease in beating until day 21, while Uhrf1 KO EBs exhibited rhythmical beating as early as day 5. The proportion of beating EBs in Uhrf1 KO dramatically decreased after day 10, and the majority of EBs had ceased to beat by day 12 (Fig. 2b). Gene expression analyses of trilineage markers showed an upregulation of the mesodermal markers *Nkx2.5* and *Tbx5* in the early stages of Uhrf1 KO EB formation (Fig. 2c). In contrast, the neuroectodermal markers *Sox1* and *TuJ* showed down regulation in Uhrf1 KO cells, compared with WT cells. The observed bias in differentiation of Uhrf1 KO ESCs towards mesoderm, combined with reduced neuroectoderm potential was further clarified by immunostaining against early lineage-specific markers (Fig. 2d). Moreover, when Uhrf1 KO ESCs were differentiated towards the neural lineage by exposure to retinoic acid (RA), we observed a striking increase of cell death and a failure to neuralise (Supplementary Fig. 2a). To eliminate potential clonal variation, we derived the following mESC cell lines: JES6 derived from Uhrf1^*fl/fl*^ mouse and the Uhrf1-null mESC line (JES6-Cre) (Supplementary Fig. 2b, c). Consistent with the already described Uhrf1 KO cell line, JES6-Cre mESCs presented with the same defects in both neural differentiation and expedited formation of beating EBs (Supplementary Fig. 2d, f). These results importantly point towards a previously unidentified role of Uhrf1 in regulating lineage specification.

**Fig. 2:**
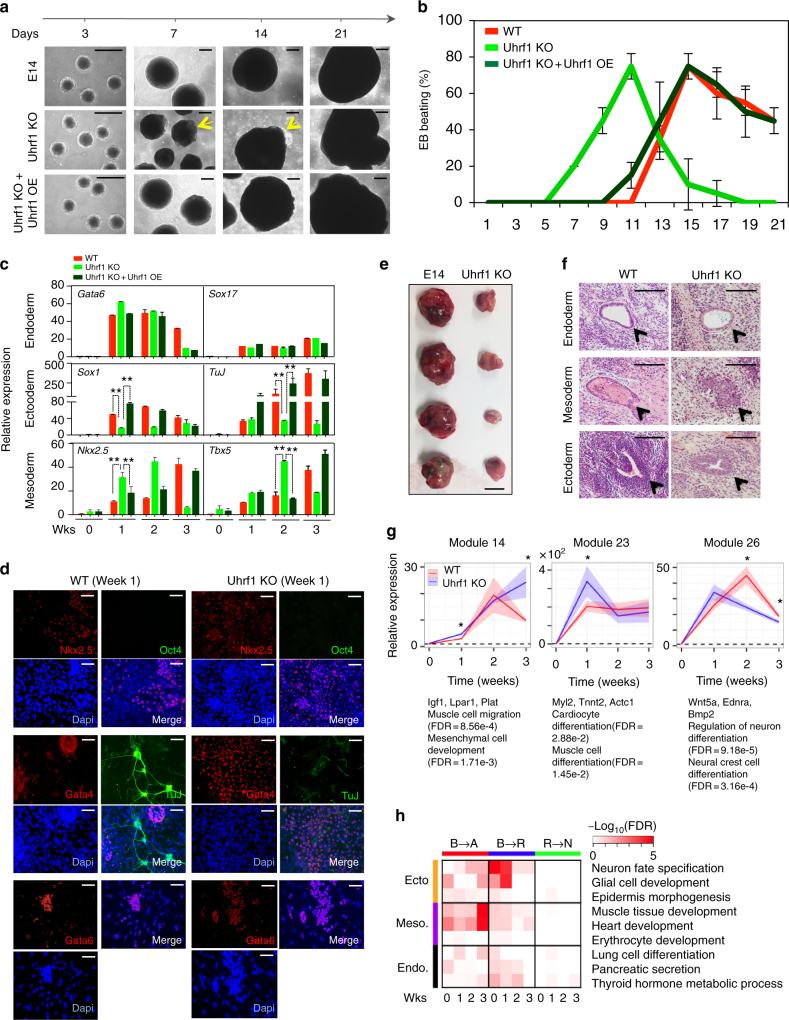
Uhrf1 deficiency induces neural differentiation defects. **a** In vitro EB formation of WT, Uhrf1 KO, and Uhrf1 KO ESCs expressed with Uhrf1. ESCs were differentiated for 3 weeks as EBs. Arrows indicate the cystic hollow. The scale bar represents 4 mm. **b** Appearance of spontaneous contractile activity during EBs growth. EBs were examined daily under the microscope for the presence of a rhythmic beating until day 21. Data are from *n* = 3 independent experiments. **c** qPCR analysis of lineage- specific markers and pluripotency marker upon in vitro differentiation. Data are expressed relative to WT ESCs values and values are normalized to β-actin. Data are from *n* = 3 independent experiments. The data values are mean ± s.d. **P < 0.05 by unpaired, two-tailed Student’s *t*-test analysis. **d** Immunostaining of differentiated EBs. EBs were treated with Trypsin–EDTA at EB week 1 and plated onto gelatin-coated plates. Immunostaining with lineage-specific markers was performed 2 days after plating. The scale bar represents 4 mm. **e** Teratomas derived from immune deficiency mice. Scale bar represent 1 cm. **f** Representative histological sections from teratomas that developed in immunodeficient mice following injection with WT and Uhrf1 KO ESCs. Haematoxylin and eosin (H&E) staining reveal characteristic tissues from the endoderm, mesoderm, and ectoderm. The data are represented as *n* = 6 experimental replicates. The Scale bar represents 4 mm. **g** Expression pattern of transcriptional modules related to muscle differentiation and neuronal differentiation. Thick red and blue lines represent average relative gene expression to WT at week 0 in WT and Uhrf1 KO, respectively. Ribbon colors represent SEM. Representative genes and overrepresented GO terms are shown. Asterisk (*) represents significant difference (>1.25 fold change and Student’s *t*-test *p*-value < 0.05) of gene expression between WT and Uhrf1 KO in each module. **h** Disruption of bivalent and repressive promoters in developmental genes. Over representation of GO terms in genes with changes from bivalent to active (B–A) and to repressive (B–R) and from repressive to no mark (R–N) is shown by heat colors

To further evaluate the role of Uhrf1 in ESC differentiation in vivo, we performed a teratoma assay by intramuscular injection of Uhrf1 KO and WT ESCs into immune-deficient mice. We were able to isolate teratomas derived from Uhrf1 KO ESCs that contained representative tissues for all the three germ layers (Fig. 2e). However, teratomas were much smaller as compared to WT ESCs (Fig. 2f and Supplementary Fig. 2g). This highlighted that the observed differentiation defect exerted by Uhrf1 KO is a phenotype that occurs both in vitro and in vivo.

In order to test whether the observed differentiation defect was a consequence of the absence of Uhrf1 and not due to abnormalities inherent with Uhrf1 KO ESC line, we ectopically expressed recombinant Uhrf1 in Uhrf1 KO cells. Importantly, the introduction of Uhrf1 rescued the abnormal morphology in EBs (Fig. 2a—lower panel), as well as premature mesodermal differentiation, as demonstrated by the recovery of EB beating time (Fig. 2b). Furthermore, the expression of trilineage markers, in particular the neuroectoderm markers *Sox1* and *TuJ,* were rescued to WT levels (Fig. 2c). The accelerated expression of mesodermal markers *Bmp4* and *Nkx2.5* at early stage of Uhrf1 KO EBs was rescued to near WT levels. Taken together, Uhrf1 regulates the expression of lineage-specific genes to achieve correctly mediated ESC differentiation.

To gain more global insight into the role of Uhrf1 in the regulation of differentiation, RNA-seq was performed with EBs from both WT and Uhrf1 KO cells. We observed a large number of genes that were differentially expressed as differentiation progressed (Supplementary Fig. 3a). Consistent with the contractile EB pattern, a transcriptional module of muscle and cardiomyocyte developmental-related genes showed higher expression in Uhrf1 KO EBs at week 1, but dramatically decreased at week 2 and week 3 as compared to WT EBs (module 23 in Fig. 2g). Consistent with qPCR results (Fig. 2c), a gene set related to ectodermal development (neural crest and neuron development) was down regulated in Uhrf1 KO EBs when compared with WT (module 26 in Fig. 2g).

To further investigate whether the observed higher mesodermal lineage differentiation and neuroectodermal commitment defects were related to disruption of bivalent chromatin on developmental promoters, we performed ChIP-seq against H3K4me3 and H3K27me3 in both WT and Uhrf1 KO EBs. We observed a similar pattern to undifferentiated ESCs with respect to the active or no-mark, as these were largely unchanged in Uhrf1 KO EBs (Supplementary Fig. 3b). However, both bivalent and repressive promoters became increasingly disrupted, concomitant with EB differentiation. GO analysis showed that the bivalent disruptions were enriched near promoters of lineage-specific genes (Fig. 2h). Interestingly, mesodermal and neuroectodermal lineage markers displayed different promoter modification defect in Uhrf1 KO cells. For example, neuroectodermal genes (*Edrna*, *Otx2*, and *Neurod1*) displayed a failure to gain of H3K4me3 marks on their promoter regions during Uhrf1 KO EB differentiation (FDR < 8.61e−3), while the muscle or heart developmental genes (*Nkx2.5*, *Tbx5*, and *Wnt2b*) showed a loss of the H3K27me3 modification on bivalent promoters (Supplementary Fig. 3c). These differential depositions of histone marks on two distinct lineages may account for the biased differentiation observed in Uhrf1 KO ESCs.

### Uhrf1 regulates the H3K4me3 with Setd1a/COMPASS complex

Next, we asked how Uhrf1 regulates histone modifications and how the loss of Uhrf1 function leads to disruption of bivalent histone modifications. First, we investigated if modulation of Uhrf1 expression levels directly influenced histone modification. We either overexpressed or depleted Uhrf1 in mouse embryonic fibroblasts (MEFs) and mESCs, and then we examined H3K4me3, H3K27me3, and H3K9me3 modifications. We observed large changes in H3K9me3 and H3K4me3 that are strongly correlated with the expression levels of Uhrf1 (Supplementary Fig. 4a), suggesting that Uhrf1 is not only enriched on the bivalent loci, but also regulates global active histone modification levels.

Uhrf1 does not have a catalytic domain for HMT activity^28^, indicating that this euchromatic function of Uhrf1 may be regulated via interplay with other  catalytic enzymes. In order to identify proteins that interact with Uhrf1 and modulate histone modification, we analyzed the protein interactome of Uhrf1. To enable this, we established the J1 ESC lines that expressed sub-endogenous level of FLAG-tagged and biotinylated Uhrf1 (Supplementary Fig. 4b)^29^. Multi-protein complexes were purified using one-step anti-FLAG and streptavidin affinity capture combined with mass spectrometry analysis. We identified 159 Uhrf1-interacting proteins, including Dnmt1, which is a well-known binding partner of Uhrf1^8^ (Supplementary Data 1). GO analysis determined that many interacting proteins were related to cell cycle and chromatin structure regulation (Supplementary Fig. 4c). Comparative analysis of our Uhrf1 interaction data against the public interactome databases identified that Uhrf1 interacts with PRC2, the Kap1 complex, and Dnmt1. Interestingly, the Setd1a/COMPASS complex proteins that catalyze the methylation of histone H3 at lysine 4 were found to interact with Uhrf1 (Supplementary Fig. 4d).

The way Uhrf1 recognizes and modifies histone H3 at lysine 9 is already well established^9–11^. H3K27me3 cooperates with H3K9me3 for heterochromatin formation by maintaining an abundance of heterochromatin protein 1 alpha (HP1a)^30^. It also has been reported that Dnmt1 mediates an interplay between DNA methylation and H3K27me3 at pericentric heterochromatin, and Uhrf1 KO ESCs can affect the kinetics of H3K27me3 modification through a Dnmt1-dependent DNA methylation mechanism^31^. However, to our knowledge, how Uhrf1 regulates H3K4me3 modification still remains elusive. Therefore, we focused on identifying the molecular mechanism of H3K4me3 regulation through Uhrf1.

First, we confirmed the interaction of Uhrf1 with Setd1a and its core complex proteins by co-immunoprecipitation (Co-IP) (Fig. 3a). Furthermore, to identify the specific domain of Uhrf1 that mediated the Setd1a interaction, a series of domain-specific mutants were generated, and assessed for binding with Co-IP. Notably, deletion of the SRA domain abolished the interaction of Uhrf1 with Setd1a (Fig. 3b). Interestingly the SRA domain alone was sufficient to interact with Setd1a (Supplementary Fig. 4e). In addition, the SET domain of Setd1a is critical for interacting with Uhrf1 (Fig. 3c). To clarify whether Uhrf1–Setd1a interaction is direct or mediated through other proteins, we performed in vitro interaction assays with recombinant proteins. We purified recombinant Uhrf1 and used this as bait for interaction assay. For Setd1a, we used the recombinant human partial SETD1A-198H proteins (Amino acid, 1418–end), which contains n-SET and SET domains and has an identical amino acid sequence to the murine Setd1a protein in SET domain (Supplementary Fig. 4f). When we performed in vitro binding assay with these two recombinant proteins, we clearly demonstrated their direct interaction (Supplementary Fig. 4g).

**Fig. 3:**
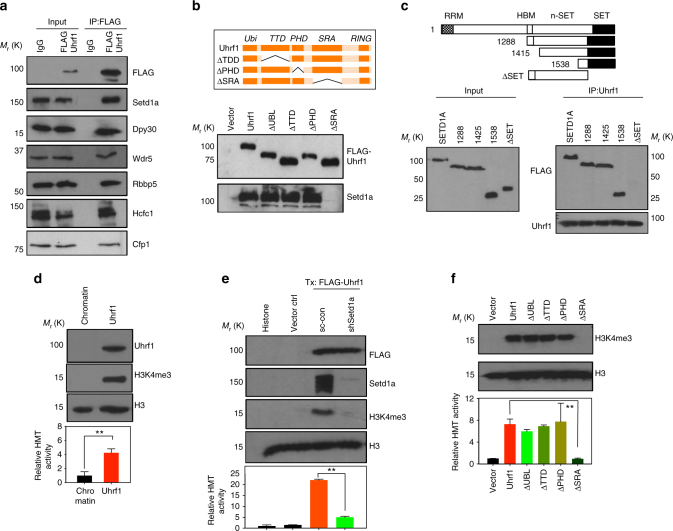
H3K4 methylation by Uhrf1 complex is mediated via a Setd1a. **a** Immunoprecipitation analysis of FLAG-tagged Uhrf1 protein. Uhrf1 was co-immunoprecipitated with Setd1a/COMPASS complex proteins isolated from mESCs. The data in c–g are represented as *n* = 3 experimental replicates (independent HMT assay from different cell cultures). Values are mean ± S.D. ^∗∗^*P* < 0.01, by unpaired, two-tailed Student’s *t*-test analysis. **b** Mutants of Uhrf1 deleted of specific domain (ΔUbi, Ubiquitin domain; ΔTTD, TTD domain; ΔPHD, PHD domain; ΔSRA, SRA domain) were used for co-immunoprecipitation with Setd1a. **c** SET domain of SETD1A is necessary for interacting with Uhrf1. Series of SETD1A constructs with given deletions were used for Co-IP with Uhrf1. **d** Uhrf1 complex isolated form mESCs was used for assaying the histone H3K4me3 methyltransferase activity with chromatin as substrate. **e** Setd1a is a histone methyltransferase in complex with Uhrf1. Depletion of Setd1a reduced the H3K4 methyltransferase activity in Uhrf1 complex. **f** SRA domain is essential for a histone methyltransferase activity of Uhrf1 complex. In vitro HMT assay with each of Uhrf1 deletion mutant constructs was performed with H3 as substrate. H3K4me3 modifications were not detected with SRA domain deletion

From these data, we postulated that Uhrf1’s ability to regulate H3K4me3 was potentially through its interaction with and recruitment of the Setd1a/COMPASS complex. To test this, we performed an in vitro HMT assay^22^. Uhrf1 complex was immunoprecipitated from ESCs and used for subsequent HMT assays. The affinity-purified Uhrf1 complex demonstrated methyltransferase activity (Fig. 3d), and western blot analysis further revealed that the Uhrf1 complex-mediated methylation on lysine 4 of Histone 3 (Fig. 3d). To verify that Setd1a is the major protein mediating H3K4 methylation in Uhrf1 complex, we knocked down Setd1a using shRNA in ESCs and then performed the HMT assay. We found that the depletion of Setd1a dramatically reduced the H3K4 methylation activity of the Uhrf1 complex, demonstrating that Uhrf1 controls the H3K4 methylation through its interaction with the Setd1a complex (Fig. 3e).

To further understand the role of Uhrf1 domains in H3K4 methylation, we next tested a series of domain-deleted Uhrf1 for HMT activity toward H3 substrates. The deletion of the SRA domain in Uhrf1 abolished its tri-methylation activity of H3K4, while deletion of the PHD or the TTD domains had no affect on its HMT activity (Fig. 3f). As shown in the interaction assay, SRA domain alone that is necessary and sufficient to interact with Setd1a was sufficient to induce the HMT activity, as well as H3K4me3 modification (Supplementary Fig. 4h). Interestingly, when we used assembled chromatin substrates, which includes DNA and core histones (H3, H4, H2A, and H2B), the deletion of TTD and PHD affected the total HMT activity, although H3K4me3 was not abolished as assessed by western blotting (Supplementary Fig. 4i). This suggests that the PHD and TTD domains are necessary for Uhrf1’s function on naive chromatin, including DNA methylation or histone modifications other than H3K4me3. Overall, our results demonstrate that the SRA domain alone is essential for mediating H3K4me3 modifications by a direct interaction with Setd1a.

### Uhrf1 is essential for reprogramming by recruiting Oct4

Our data demonstrate that Uhrf1 plays important roles in lineage specification of ESCs via faithful maintenance of histone modifications. Interestingly, we observed a dramatic up-regulation of Uhrf1 and Setd1a/COMPASS complex genes with reprogramming factors (Fig. 4a and Supplementary Fig. 5a). The expression levels of Uhrf1 peaked at day 13, when reprogramming is completed. We thus hypothesized that Uhrf1 is critical in the acquisition of pluripotency. Notably, overexpression of Uhrf1 in MEFs dramatically increased the reprogramming efficiency with three reprogramming factors (Oct4, Sox2, Klf4) but not with four factors (Oct4, Sox2, Klf4, and Myc) (Fig. 4b). Pluripotency of induced pluripotent stem cells (iPSCs) derived from OSK+Uhrf1 (iOSKU-13) was validated by qPCR, FACS analysis, and IHC analysis against a battery of ESC markers (Fig. 4c, d and Supplementary Fig. 5b). Furthermore, teratoma assay and chimera formation supported that iOSKU-13 was indeed pluripotent (Fig. 4d). We also tested the role of Uhrf1 in reprogramming by deleting Uhrf1. MEFs were isolated from Uhrf1^*fl/fl*^ embryos, and Uhrf1 was subsequently deleted by expression of *Cre* recombinase (Supplementary Fig. 5c). Within a week of deletion, Uhrf1 KO MEFs showed normal proliferation (Fig. 4e), but failed to undergo proper reprogramming (Fig. 4f). Depletion of Uhrf1 by shRNA further supported the necessity of Uhrf1 for somatic cell reprogramming (Supplementary Fig. 5d and Supplementary Fig. 5e). These results imply that Uhrf1 potentially modulates pluripotent regulatory networks.

**Fig. 4:**
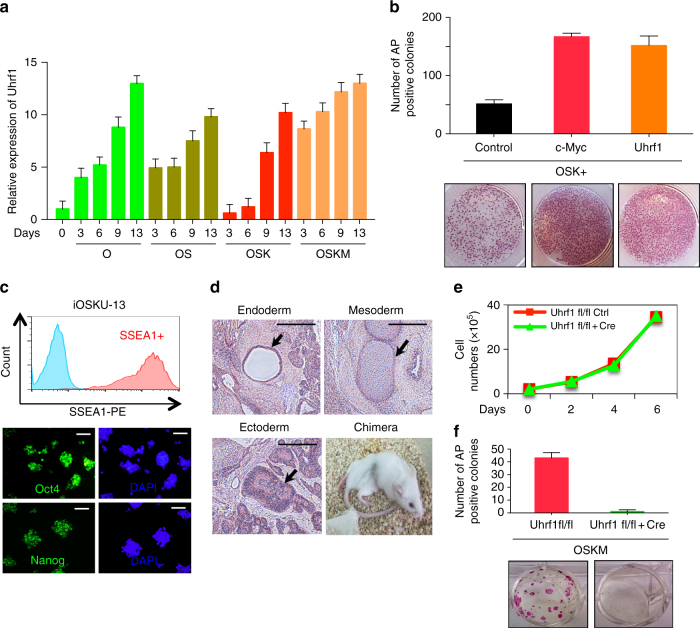
Uhrf1 increases the reprograming efficiency. **a** qRT-PCR analysis of *Uhrf1* during reprogramming. Error bars represent mean ± s.d. **b** Efficiency of iPSC colony formation was assessed by alkaline phosphatase (AP) staining after reprogramming. These are representatives of at least *n* = 3 experimental replicates. **c** Histogram of FACS flow of SSEA-1 and immunostaining images of Oct4, and Nanog of the iOSKU-13 obtained by reprogramming MEFs with Oct4, Sox2, Klf4, and Uhrf1. DAPI was used for counter-staining. The scale bar represents 4 mm. **d** Teratoma analysis showing tissues of three germ layers (respiratory epithelium for endoderm, cartilage for mesoderm, and neural tissue for ectoderm) and chimera generated from iOSKU-13 iPSC line. The scale bar represents 4 mm. **e**,** f** MEFs isolated from Uhrf1^*fl/fl*^ mice were treated with Cre-retrovirus. Uhrf1 KO MEF cells were used for cell proliferation assay (**e**) and reprogramming (**f**). The number of AP + iPSC colonies was analyzed. The data in e–f represent as *n* = 3 experimental replicates

Oct4, Sox2, and Nanog are core transcriptional factors regulating genes associated with pluripotency^32^. Co-IP experiments revealed a significant interaction of Uhrf1 with Oct4 (Fig. 5a). In addition, Uhrf1 weakly interacted with Sox2, but not with Nanog. To determine the mechanism how Uhrf1 regulates pluripotency, we performed ChIP-seq against the core pluripotency transcription factors, Oct4, Sox2, and Nanog, both in WT and Uhrf1 KO ESCs. Despite a limited change in their expression, Oct4 binding was dramatically decreased in Uhrf1 KO ESCs, whereas Sox2 and Nanog binding was increased (Fig. 5b). Approximately half of WT-specific Oct4-binding sites were replaced by either Sox2 or Nanog in Uhrf1 KO cells, and the remainder showed a loss of Oct4 binding without any replacement(Fig. 5c). Specifically, genes involved in stem cell maintenance were enriched in regions showing replacement of loss of Oct4 binding with Sox2 and Nanog (Supplementary Fig. 6a, FDR = 4.96e−4), suggesting that Sox2 and Nanog compensates for the dysregulation of Oct4 binding to maintain pluripotency in Uhrf1 KO cells.

**Fig. 5:**
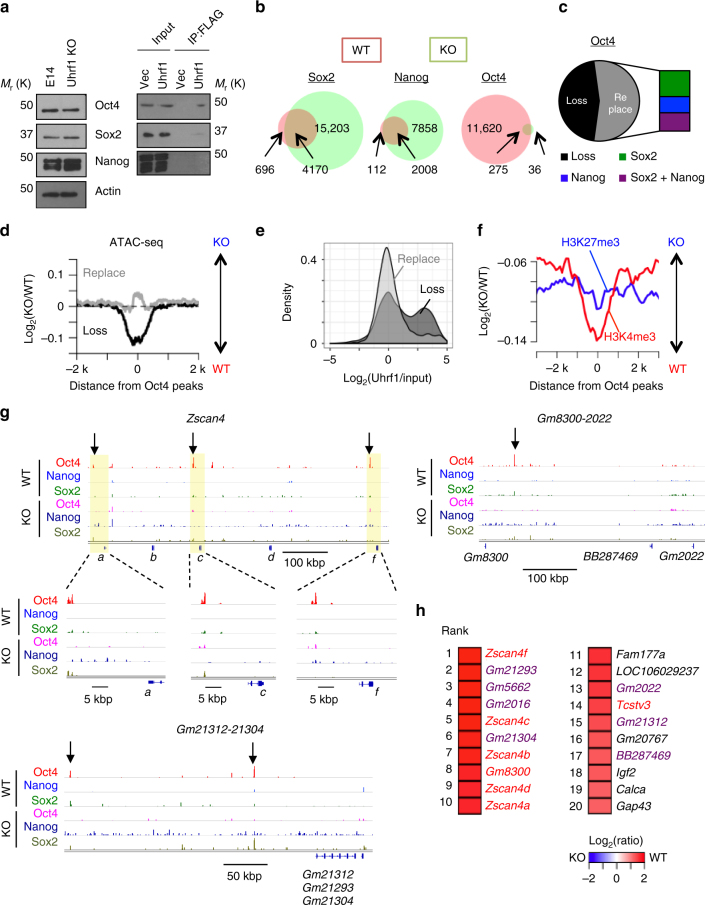
Uhrf1 modulates core pluripotent factor binding. **a** Co-IP experiment of Uhrf1 with core pluripotent factors. **b** Venn diagrams showing differential binding of core pluripotent factors between WT and Uhrf1 KO ESCs. **c** Ratio of loss and replacement of Oct4 binding. **d** ATAC-seq read distribution around Oct4-binding sites. Log_2_ (KO/WT) of normalized ATAC-seq read count was drawn in the location of loss (black) and replacement (gray) of Oct4 binding, separately. **e** Enrichment of Uhrf1 binding on Oct4-binding sites. **f** ChIP-seq read distribution for H3K4me3 and H3K27me3 around the location of the loss of Oct4 binding. Log_2_ (KO/WT) was drawn. **g** Binding landscape of core pluripotent factors in 2C-specific gene clusters. **h** Top 20 down-regulated genes in Uhrf1KO ESCs. Known and previously uncharacterized 2C genes were shown by red and purple colors^33^

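Open chromatin was profiled by ATAC-seq, in which the Tn5 transposase inserts sequencing adapters into DNA that nucleosomes leave accessible. The samples were undifferentiated E14 mouse ESCs (WT) and Uhrf1 KO ESCs, with 50000 cells lysed per sample. 1 library was sequenced per genotype, so a difference between the libraries has no replicate error and the genotypes cannot be tested. The values given for ATAC-seq therefore compare those libraries, not the conditions. The paper's Supplementary Data 4 gives 19057944 reads for the WT library, of which 18668520 (98.0%) mapped, and 19678034 reads for the Uhrf1 KO library, of which 18897062 (96.0%) mapped. The authors mapped reads to the mm9 genome with Bowtie2, reporting 1 alignment per read, so a read from a repeated sequence is placed at only 1 of its copies. They then used fragments shorter than 150 bp. The data used here are the authors' deposited lists of open regions (peaks), which hold positions, names and a score but no read counts. The score was 1 for every peak and carries no information on peak strength. The paper's text does not name the peak caller or threshold behind these lists, or say whether read ends were shifted to the Tn5 cutting site.
The WT list held 71914 peaks and the Uhrf1 KO list 61640 peaks. All were 101 bp wide except 1 KO peak of 86 bp, so the width does not show the extent of an open region. The peaks covered 6.92 Mb in WT and 6.00 Mb in Uhrf1 KO. Broad open regions appear as several neighbouring peaks. 17422 WT peaks and 12113 KO peaks lay within 100 bp of the preceding peak, and merging these left 54492 WT and 49527 KO regions. 150 WT and 135 KO peaks overlapped unsequenced stretches of mm9. Of these, 145 WT and 130 KO peaks lay in the first 3 Mb of chromosome 1, which is unsequenced, so reads cannot have mapped to the listed positions. The peaks in unsequenced stretches made up 0.209% of the WT list and 0.219% of the KO list and were kept. The Uhrf1 gene lies on chromosome 17 of mm9 from 56442744 to 56462909 on the plus strand. With 10 kb on either side it held 6 WT peaks (95% exact Poisson interval 2.20 to 13.1) and 5 KO peaks (1.62 to 11.7). This window reaches into the neighbouring gene Kdm4b, and both numbers include peaks at Kdm4b. The peak closest to the start of Uhrf1, from 56442667 to 56442767, was listed at the same position in both libraries. The Uhrf1 promoter is thus open in both lists and does not serve as a check of the genotype labels.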

To assess the effect of loss of Oct4 binding in Uhrf1 KO cells on chromatin structure, we performed assay for transposase accessible chromatin with high-throughput sequencing (ATAC-seq). Depletion of Uhrf1 significantly decreased chromatin accessibility in locations where Oct4 binding was lost, but not in locations replaced with either Sox2 or Nanog (Fig. 5d, and S6B, *p* = 1.17e−10). 

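The Oct4 peak positions behind Fig. 5d were not analysed here, and the peak lists hold no read counts, so the data cover all open regions of both libraries. A peak was counted as shared when a peak of the other genotype lay within 100 bp, the distance the study used for transcription factor peaks. Of the 71914 WT peaks, 23049 (32.1%, 95% exact binomial interval 31.7% to 32.4%) had no KO peak and are called WT-only. Of the 61640 KO peaks, 15174 (24.6%, interval 24.3% to 25.0%) had no WT peak and are called KO-only. These intervals cover counting error only, and neighbouring peaks are not independent. WT-only peaks outnumbered KO-only peaks by a ratio of 1.52. This ratio depended on the length of the lists. With as many WT as KO peaks, taken from the lowest numbers in the peak names, it was 0.924 (16389 WT-only and 17734 KO-only peaks). In that setting equal list lengths hold the ratio near 1. The numbers without a partner then differ only where several peaks share a partner, so 0.924 does not show an excess of KO-only peaks. That setting was chosen after seeing the data. Among the overlap rules, requiring at least 50% of both regions to be shared moved the shares without a partner most, to 50.2% in WT and 42.4% in Uhrf1 KO. When the 50% of each list with the lower name numbers was looked up in the whole other list, a setting also chosen after seeing the data, the shares fell to 10.8% and 8.69%. When the KO peaks were rotated along each chromosome at random 100 times, 0.847% of WT peaks had a KO peak on average (lowest 0.750%, highest 0.947%), against 67.9% at the actual positions.
Each peak name ends in a number that counts within its chromosome and whose meaning the paper does not state. The share of peaks with a partner fell with this number in both lists, so it was used to rank peaks. As the ranking rests on this fall, the shares among the highest-ranked peaks are not independent of it. In the tenth with the lowest numbers, 99.7% of WT peaks and 99.3% of KO peaks were shared. In the tenth with the highest numbers, the shares were 34.3% (interval 33.2% to 35.4%) in WT and 46.5% (45.3% to 47.8%) in Uhrf1 KO. Among the 1000 peaks ranked highest, 3 WT peaks (0.30%, interval 0.062% to 0.874%) and 7 KO peaks (0.70%, 0.282% to 1.44%) had no partner. Among the 5000 ranked highest, the numbers were 17 WT peaks (0.34%) and 33 KO peaks (0.66%).

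**Figure D1:**
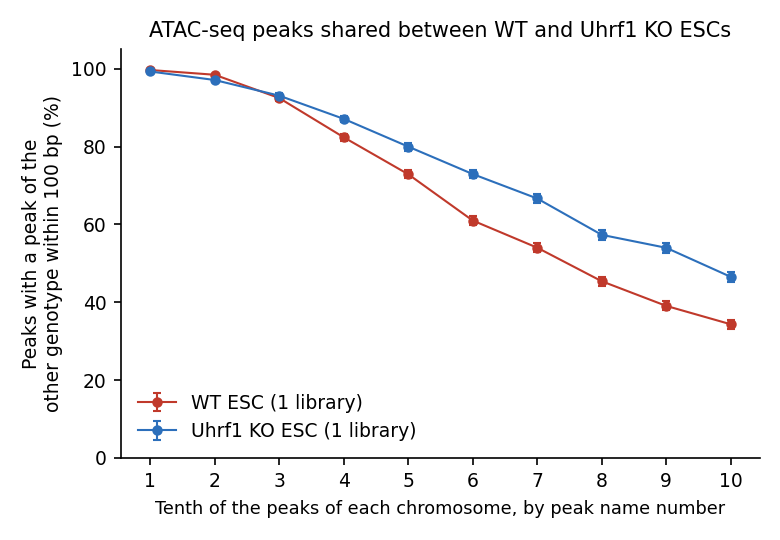
Share of ATAC-seq peaks (%) with a peak of the other genotype within 100 bp, over 10 equal groups of the peaks of each chromosome, ordered by the number in the peak name. Points are the WT library (red) and the Uhrf1 KO library (blue), 1 each, and bars are 95% exact binomial intervals. The WT share falls from 99.7% to 34.3% and the KO share from 99.3% to 46.5%.

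The octamer ATGCAAAT, bound by Oct4, or its reverse complement ATTTGCAT was counted in the central 200 bp of each peak and in flanks of the same length at 1 kb on either side. It occurred in 286 WT-only peaks (1.24%, interval 1.10% to 1.39%) and in 1.13% of their flanks (1.03% to 1.23%), a difference within the counting intervals. Among KO-only peaks, 367 (2.42%, 2.18% to 2.68%) held the octamer, against 1.79% of their flanks (1.65% to 1.95%). Among shared peaks of the WT list, 848 (1.74%, 1.62% to 1.86%) held it, against 1.26% of flanks (1.19% to 1.34%). Among WT-only peaks more than 2 kb from a transcription start site (TSS), 231 (1.78%, 1.56% to 2.02%) held the octamer, against 1.34% of their flanks (1.20% to 1.48%). The octamer is a sequence match and does not show which peaks were bound by Oct4. The intervals cover counting error only. The central 200 bp of neighbouring peaks can overlap, so 1 octamer can count for several peaks and the intervals are too narrow. The paper compared the normalized read count of both genotypes within Oct4 peaks, and from this comparison it concludes that accessibility was lower in Uhrf1 KO cells where Oct4 binding was lost.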

The loci showing loss of Oct4 binding upon Uhrf1 KO were correlated with regions highly enriched with Uhrf1 (Fig. 5e, *p* < 2.2e−16). We also observed that H3K4me3 was significantly reduced with loss of Oct4 binding (Fig. 5f, *p* < 2.2e−16), indicating that Uhrf1 directly regulates Oct4 binding by mediating an active open chromatin conformation.

Genes where Oct4 binding was lost but Sox2 or Nanog replacement was not made included mesodermal, neuroectodermal, and pluripotent genes (Supplementary Fig. 6c). Thus, the loss of Oct4 binding potentially influences both development and pluripotency. The *Zscan4* gene cluster, which is specifically activated in 2-cell (2C) embryos and essential for iPSC formation, was one of the identified targets of the loss of Oct4 binding (Fig. 5g)^33^. *Zscan4* family was the most down-regulated genes in Uhrf1KO ESCs (Fig. 5h). We also identified previously uncharacterized genes (*Gm8300, BB287469*, *Gm2022*, *Gm5662*, *Gm21312*, *Gm21293*, and *Gm21304*) that are activated in the 2C stage and are included in top 20 down-regulated genes in Uhrf1KO ESCs (Fig. 5h and Supplementary Figs. 6d). Similarly with *Zscan4*, these 2C genes form gene clusters in specific chromosomal loci (*Gm8300-2022* and *Gm21312-21304*) (Fig. 5h and Supplementary Fig. 6d). The loss of Oct4 binding was also observed in the vicinity of these 2C clusters along with active chromatin conformation changes (Fig. 5g and Supplementary Fig. 6e, f). Furthermore, a 2C-specific retrotransposon, *MERVL*, was also significantly down-regulated with the loss of Oct4 binding (Supplementary Fig. 6g, h). Therefore, 2C genes appear to be a direct target of Uhrf1 and Uhrf1-mediated Oct4 binding. 

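Open regions at these gene clusters were read from the WT and Uhrf1 KO ATAC-seq peaks; the paper's text does not name the assay of Supplementary Fig. 6e, f. The Zscan4 cluster, taken from Zscan4b to Zscan4f, spans 11486098 to 11988090 on chromosome 7 of mm9. With 10 kb on either side, it held 5 WT peaks (95% exact Poisson interval 1.62 to 11.7) and 2 KO peaks (0.242 to 7.22). These intervals overlap, and both numbers stayed the same with 50 kb on either side. All peaks of the cluster were intergenic. WT and KO had a shared peak downstream of Zscan4c (24266 bp from its end in WT), listed from 11620112 to 11620212 in WT and from 11620110 to 11620210 in Uhrf1 KO. The 31 bp at its centre occur at 11 places of the genome for the WT position and 16 for the KO position, so the reads behind this peak can come from other copies. The WT-only peaks started at 11556754, 11620345, 11743532 and 11844168. Of these, the peak at 11743532 lay closest to a Zscan4 gene, 3410 bp from the 3′ end of Zscan4d. A KO-only peak at 11757530 lay 6083 bp upstream of the Zscan4d TSS. None of the annotated Zscan4 genes had a peak of either genotype in its body.
The cluster from Gm8300 to Gm2016 spans 88855266 to 89116383 on chromosome 12. With 10 kb on either side, it held 2 WT peaks (interval 0.242 to 7.22) and 3 KO peaks (0.619 to 8.77), all in introns of the longer of the BB287469 gene models, which runs from 88833274 to 89135166. With 50 kb on either side there were 3 WT and 4 KO peaks. A shared peak started at 88942584 in WT and at 88942561 in Uhrf1 KO. The WT-only peak started at 88924939, and the KO-only peaks at 88906285 and 89120684. Gm5662 lies farther along chromosome 12, from 89509084 to 89562433 on the minus strand. It held 2 WT peaks in introns, at 89520363 and 89523820, and 1 KO peak in an intron, at 89548475 (intervals 0.242 to 7.22 and 0.0253 to 5.57). None of them had a partner in the other genotype. With 50 kb on either side of Gm5662 there were 7 WT and 5 KO peaks. At none of the clusters was the difference in peak number larger than the counting error. With so few WT peaks, even 0 KO peaks (interval 0 to 3.69) would have given overlapping intervals. The comparison could therefore not have shown a loss of peaks, and it does not argue against a change at these clusters. Gm2022, Gm21312, Gm21293, Gm21304, Tcstv3 and Zscan4a carry no entry under these names in the annotation used and were not analysed here. Of the 15 peaks listed at these loci with 10 kb on either side, 10 had a central 31 bp found at 1 place of the genome, among them the 4 WT-only peaks and the KO-only peak of the Zscan4 cluster. With 1 reported alignment per read, the position of the other 5 peaks is uncertain. A central 31 bp found at 1 place does not make a position certain either. For the shared peak of the cluster from Gm8300 to Gm2016, it was found at 1 place for the WT position and at 5 for the KO position.

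**Figure D2:**
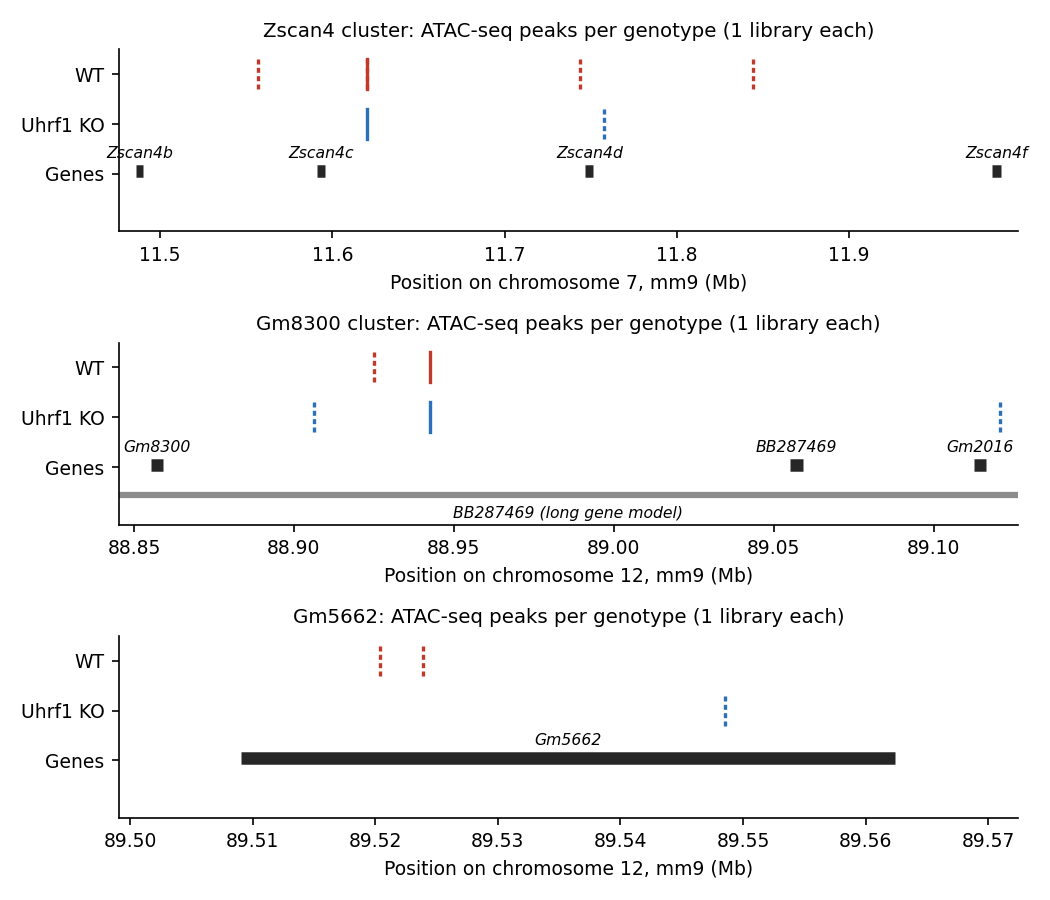
Maps of the Zscan4 cluster (chromosome 7), the cluster from Gm8300 to Gm2016 and Gm5662 (both chromosome 12), position in Mb of mm9 with 10 kb on either side. Vertical lines are ATAC-seq peaks of the WT library (red) and the Uhrf1 KO library (blue), solid where a peak of the other genotype lies within 100 bp and dashed where none does, and black bars are genes with the long BB287469 model in grey. The Zscan4 map shows 5 WT and 2 KO peaks, with WT peaks starting at 11620112 and 11620345 drawn on top of each other.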

Overall, our results indicate that Uhrf1 regulates both embryonic cell development and somatic cell reprogramming by mediating chromatin conformation changes and the binding of core pluripotent factors.

## Discussion

Previous studies have shown that Uhrf1 is critical in maintaining DNA methylation by regulating Dnmt1 and forming heterochromatin as a reader of H3K9me3^4,24^. In this study, we have identified a novel function of Uhrf1 in ESCs, in the maintenance of bivalent chromatin structures through the interaction with the Setd1a/COMPASS complex protein.

Although a number of phenotypes in Uhrf1 KO cells (i.e. cell death and small teratoma) overlapped with the Dnmt1 KO^34^, importantly we observed a number of unique features in this Uhrf1 KO study. Transcriptome analysis of Dnmt1 and Uhrf1 KO ESCs demonstrated distinct profiles that segregated the two KO phenotypes with regards to pluripotency and developmental gene expression. Global histone modification analyses by ChIP-seq also revealed that the deletion of Uhrf1 induced a significant disruption in both H3K4me3 and H3K27me3 histone modifications, mainly on bivalent promoters (Fig. 1). The observed bivalent disruption in Uhrf1 KO implicates Uhrf1 in the transcriptional dysregulation of lineage specification markers during differentiation (Fig. 2). This was further supported during spontaneous EB differentiation of Uhrf1 KO ESCs, which showed a higher expression of cardiac developmental genes, but reduced expression of neuroectodermal genes (Fig. 2). Notably, cardiac developmental genes displayed loss of H3K27me3, whereas significant reduction of H3K4me3 was detected on neuroectodermal genes.

We demonstrated that the interaction of Uhrf1 with the Setd1a complex proteins is critical for maintaining promoter bivalence and neuroectodermal specification in ESCs. Like Uhrf1 KO ESCs, Setd1a KO ESCs also present with defects in neuroectodermal differentiation^20^. Interestingly, Mll2 KO ESCs showed delayed cardiomyocyte differentiation rather than neuroectodermal defect, further supporting that Uhrf1 regulates neuroectodermal specification with the Setd1a/COMPASS complex^35^. As stated, neuroectodermal genes are down-regulated in Uhrf1 KO EBs, but are upregulated in Dnmt1 KO EBs^36^. Another key interesting difference is that Dnmt1 KO cells successfully undergo differentiation to mature astrocytes^37^. Our data demonstrated that the disruptions of bivalent marks in Uhrf1 KO are not due to disruptions in H3K9me3 or Dnmt1, but partly the loss of Setd1a function, which results in the reduction of H3K4me3 modification on neuroectodermal gene promoters.

In contrast to H3K4me3-mediated neuroectodermal lineage regulation, Uhrf1 KO cells showed a reduction of H3K27me3 on mesodermal lineage genes. One potential explanation is that the decrease of H3K27me3 in Uhrf1 KO may be due to the failure to recruit PRC2 at mesodermal gene promoters. This is further supported by our proteomics study showing the direct interaction of Uhrf1 with Rbbp4, which is one of components of PRC2. In addition, PRC2-deficient ESCs increased expression of mesodermal markers^38^. Because of the accompaniment and crosstalk of repressive epigenetic modifications^30,31^, Uhrf1-mediated PRC2 recruitment may be more linked with H3K9me3 and Dnmt1. As observed in Uhrf1 KO EBs, Dnmt1 KO EBs activate mesodermal genes earlier than WT^39^. The detailed molecular mechanisms underlying skewed mesodermal lineage differentiation in Uhrf1 KO cells still require further investigation.

Regulation of euchromatic genes by Uhrf1 is poorly understood. The Shi lab has demonstrated that Uhrf1 recognized histone H3 unmodified arginine 2 (H3R2) with its PHD domain and is involved in activating target genes^11^. In our study we found that Uhrf1 interacts with Setd1a/COMPASS complex proteins and directs the catalytic activity of Setd1a for H3K4 methylation. In addition, the PHD and TTD domains of Uhrf1 are dispensable for binding Setd1a (Fig. 3b and Supplementary Fig. 4e) and also methylation of H3 substrate (Fig. 3f). These domains nevertheless seem essential for the interaction and methylation of naive chromatin (Supplementary Fig. 4i). It is known that H3R2 methylation antagonizes H3K4 methylation^40,41.^ Thus, binding of unmodified H3R2 by Uhrf1 could potentially mediate or prime catalytic modification of H3K4me3 by Setd1a/COMPASS complex.

The importance of iPSCs in the context of cell therapeutics and disease modeling has led to consolidated efforts to understand the molecular basis of reprogramming, including epigenetic regulators for DNA methylation and histone modification^42,43^. Dnmt3a was shown to be dispensable for reprogramming^44^, but inhibition of Dnmt1 accelerates reprogramming^45^. Proteins of the PcG and TrxG complexes have been tested for their roles in reprogramming^46^. Setd1a and Wdr5 are essential for reprogramming, while Ezh2, Suz12 and Eed were shown to be dispensable^47,48^. In this study, we observed a ∼100-fold increase in reprogramming efficiency of MEFs when Uhrf1 was included with a three-factor cocktail of Oct4, Sox2, and Klf4 (Fig. 4). Because members of the Setd1a/COMPASS complex interact with Uhrf1 (Fig.3a), Uhrf1 may recruit the Setd1a/COMPASS complex proteins to reprogramming targets, and facilitate the formation of pluripotency transcriptional networks. Indeed, overexpression of Uhrf1 in MEFs increased H3K4me3 level, while loss of Uhrf1 in ESCs interrupted binding of the core pluripotency factors to active chromatin regions. In addition, Uhrf1 KO disrupted Oct4 binding at 2C-specific genes with disruption of active chromatin conformation and a concomitant reduction of expression. Since Setd1a was previously proposed as Oct4 co-activator in pluripotent stem cells, the mediation of H3K4me3 by Uhrf1 may be an important step for 2C-gene activation^48,49^. The down regulation of 2C genes could be due to reduced numbers of 2C-like cells. The 2C-like state is transient, with a non-2C state observed under conventional ESC medium^49^, proposing the existence of feedback or feed forward regulation. Previously, Zscan4 has been reported to degrade Uhrf1 for telomere maintenance in ESCs^50^. Therefore, the interdependent control of Uhrf1 and Zscan4 is one of potential mechanisms for the interconversion between 2C-like and non-2C state. Overall, our work identified Uhrf1 as a key regulator of differentiation and pluripotency through regulation of Setd1a/COMPASS-mediated histone modification.

Collectively, the findings presented in this study demonstrated that Uhrf1 has an essential function in regulating bivalent promoters during reprogramming, pluripotency and differentiation. Additionally, our studies defined a molecular mechanism for Uhrf1-mediated bivalent chromatin regulation, in which Uhrf1 directly interacts with the Setd1a/COMPASS complex to mediate the deposition of H3K4me3 modifications for pluripotency.

## Methods

### Cell culture

E14 and Uhrf1 KO ES cells were obtained from the Koseki group^4^ and maintained in mES medium (DMEM supplemented with 15% FBS, 1% nonessential amino acids, 2 mM glutamine, 100 U/mL penicillin/streptomycin, 0.1 mM β-mercaptoethanol, and 1000 U/mL ESGRO leukemia inhibitory factor) on 0.1% gelatin or MEF-coated plates, incubated at 37 °C and passaged every second or third day. Uhrf1^*fl/fl*^ mice were purchased from EMMA (B6N-Uhrf1^tm1a(EUCOMM)Wtsi^/Ieg). Animals were handled according to protocols approved by the Yale University Animal Care and Use Community. ESCs were isolated from E3.5 embryos and MEFs were prepared from E13.5 embryos and were cultured in mES medium and 10% FBS supplied DMEM, respectively. Retrovirus expressing Cre recombinase from pBABEpuro-Cre vector (#1764, Addgene) was used to generate the Uhrf1 KO cell lines used in this study.

### Generation of Uhrf1 transgenic cell lines

To generate mouse BirA-ESC lines that stably expressed both FLAG and biotin-tagged Uhrf1, BirA-ESCs were transfected with Uhrf1 constructs using the Amaxa nucleofector (Lonza) according to the manufacturer’s protocol. Transfected cells were cultured for 10 days in growth medium supplemented with puromycin. Drug-resistant clones were subsequently selected based on Uhrf1 expression.

### Reprogramming

Retroviruses containing the reprogramming factors (Oct4, Sox2, Klf4, and Myc) were generated using HEK293T cells^27^. Briefly 1 × 10^5^ cells were plated and transfected the next day with reprograming factors using X-tremeGENE 9 according to manufacturer’s instructions. Two days after transfection, supernatants were collected and concentrated via ultracentrifuge. The titer of each viral supernatant was calculated. The virus mixture (MOI = 5 for each factor) was then applied to 1 × 10^5^ MEFs. One day after virus infection, medium was replaced with DMEM medium supplemented with 10% FBS. After 3 days, cells were replated onto plates pre-seeded with irradiated MEFs. The cells were cultured with mESCs medium throughout the reprogramming. Successfully reprogramed cells were fixed with 4% formaldehyde in PBS and subsequently stained with the Alkaline Phosphatase Kit (Sigma-Aldrich) for analysis of reprogramming efficiency.

### In vitro HMT assay

Wild type or mutant Uhrf1 protein complexes were purified using Uhrf1 antibody or FLAG antibody from mESCs. When preparing chromatin as substrate, HeLa core histones were assembled into chromatin using the chromatin assembly kit according to the manufactures instructions (Active motif). For each HMT assay reaction, 400 ng of assembled chromatin or histone H3 peptide were incubated with purified Uhrf1 complex in 20 μl reaction buffer (50 mM Tris–HCl, pH 8.5, 50 mM KCl, 5 mM MgCl_2_, 0.1 mM EDTA and 10% glycerol) supplemented with 100 μM cold (for immunoblotting) or 1 μCi ^3^H-labeled (for fluorography) S-adenosylmethionine (SAM). Proteins were resolved by SDS-PAGE and subjected to immunoblotting (cold SAM) or scintillation recording (^3^H-labeled SAM). Relative HMT activity was calculated against IgG-enriched or vector-enriched lysate.

### In vitro Uhrf1 and SETD1A-binding assay

GST-tagged recombinant human partial SETD1A protein (SETD1A-198H, amino acid 1418–end) was purchased from Creative BioMart Company (Cat #SETD1A-198H). In order to purify recombinant Uhrf1, Uhrf1 was cloned into pGEX6p1, and transformed into BL21(DE3) *E. coli* for purification^51^. Purified recombinant GST-Uhrf1 protein was incubated with SETD1A-1418 protein (0.15 and 0.3 μg) in binding buffer (25 mM HEPES, 100 mM NaCl, 0.02% Triton X-100, 5% Glycerol, 5% BSA, and 1 mM DTT). Uhrf1 was pulled down using an Uhrf1 antibody and agarose beads. The bound proteins were separated on SDS-PAGE gel and used for the western blotting against a GST antibody

### RT-qPCR

Total RNA was isolated using an RNeasy mini kit (Qiagen), and 1 μg of RNA was transcribed into cDNA using the iScript cDNA Synthesis Kit (Bio-Rad). RT-qPCR was performed in triplicate using iQ SYBR Green Supermix (Bio-Rad). Delta values were normalized with *β-actin*. Error bars represent mean ± SD of technical triplicates. All primers are shown in Supplementary Data 2.

### Western blotting

Protein extracts for the detection of histone modifications were obtained by incubating cells of interest in RIPA buffer (25 mM Tris–HCl, pH8.0, 150 mM NaCl, 0.1% SDS, 0.5% sodium deoxycholate, 1% NP-40, and proteinase inhibitor cocktail), followed by sonication. Total protein was separated on a 15% PAGE gel. For the immunoprecipitation, cells were lysed with GST–IP buffer (50 mM Tri–HCl pH 8.0, 150 mM NaCl, 100 mM KCl, 1%NP-40, 2 mM EDTA, and proteinase inhibitor cocktail) for 15 min on ice and used for immunoprecipitation. The information of primary antibodies and dilutions is described in Supplementary Data 3. Uncropped scans of immunoblots are presented in Supplementary Figures 7, 8. The corresponding figure number and the molecular weight in kDa are indicated. Dotted boxes highlight the cropped areas presented in the figures.

### Immunostaining

Cells were fixed with 4% formaldehyde/PBS fixation solution for 15 min and then washed with PBS three times. After permeablization with 0.1% Triton X-100/PBS solution, cells were subjected to blocking and then incubated with primary antibody in a 3% BSA/PBS solution. Alexafluor 488 and 555 were used for fluorescence detection, and DAPI was used for a counter-staining. All antibodies used in this study were listed in Supplementary Data 3.

### Chromatin immunoprecipitation assay

Approximately 2 × 10^7^ ESCs cells were cross-linked by the addition of formaldehyde (1% final concentration) for 15 min on a rotator. The cross-linking process was stopped with 0.125 M glycine for 10 min, followed by three washes in PBS. The cells were resuspended in isotonic buffer supplemented with 1% NP-40 to isolate the nuclei. The isolated nuclei were then resuspended in ChIP buffer (20 mM Tris–HCl pH 8.0, 150 mM NaCl, 2 mM EDTA, and protease inhibitors). Extracts were sonicated using for three runs of 10 cycles of 15 s “ON”, 15 s “OFF” at a high power setting. Cell lysate were centrifuged at 12,000×*g* for 10 min at 4 °C. The supernatant was diluted with ChIP dilution buffer (20 mM Tris–HCl pH 8.0, 150 mM NaCl, 2 mM EDTA, 1% Triton) before the immunoprecipitation step. H3K4me3 (07-473, Millipore), H3K27me3 (07-499, Millipore), H3K9me3 (ab8898, abcam), Oct4 (#5677, Cell Signaling Technology), Sox2 (#23064, Cell Signaling Technology), Nanog (#8785, Cell Signaling Technology), or Uhrf1 (sc98817, Santa Cruz) antibodies were then incubated overnight at 4 °C on a rotator. All antibodies used in this study are listed in Supplementary Data 3. Immunoprecipitated complexes were successively washed with washing buffer I (2% SDS), washing buffer II (50 mM HEPES pH 7.5, 500 mM NaCl, 0.1% deoxycholate, 1% Triton X-100, 1 mM EDTA), washing buffer III (10 mM Tris–HCl pH 8.1, 250 mM LiCl, 0.5% NP-40, 0.5% deoxycholate, 1 mM EDTA), and TE buffer (10 mM Tris–HCl pH 7.5, 1 mM EDTA). All washes were performed at room temperature for 8 min on a rotator. SDS elution buffer (50 mM Tris–HCl pH 8.0, 10 mM EDTA, 1% SDS) was added and incubated at 65 °C overnight in order to reverse crosslink protein–DNA complexes. After reversing the crosslinking, DNA was purified using a Purification Kit (Invitrogen) according to the manufacturer’s instructions. Purified DNA was used for sequencing using an Illumina Genome HiSeq2000, or for qPCR using primers listed in Supplementary Data 2.

### Mass spectrometry and data analysis

One-step affinity purification with SA or M2 beads was performed as described^52^. LC–MS/MS sequencing and peptide identification were performed by Taplin Biological Mass spectrometry Facility at Harvard Medical School with five biological replicates. Proteins with less than two unique peptide sequences and common background proteins were removed from subsequent analysis. The background protein sets were used from a previously reported list^52^. The number of unique peptides in each protein was normalized to the total number of unique peptides from all sequenced proteins. To identify candidate interaction partners, we searched our data for proteins that had a two-fold higher normalized count of unique peptides in our biotinylated Uhrf1 SA or FLAG pull-down libraries when compared to a control BirA-SA or FLAG pull-down library in at least one replicate of our Uhrf1 pull-downs.

### In vitro differentiation

EB differentiation was initiated by forming hanging drops. Cells were suspended with EB differentiation medium (IMDM containing with 15% FBS, 200 μg/ml transferrin, 0.05 ng/ml ascorbic acid, 1 mM sodium pyruvate, 100 U/mL penicillin/streptomycin, 2 mM glutamine, and 450 μM monothiolglycerol). Multiple 200 cells/30 μL aliquots were pipetted onto bacterial Petri dishes that were inverted for 3 days at 37 °C, after which the EBs were flushed with EB differentiation medium and subsequently cultured as 3D spheroids.

### mRNA library preparation for next generation sequencing

mRNA was isolated from 5 μg total RNA using Dynabeads mRNA DIRECT (Invitrogen) and was fragmented with RNA fragmentation reagent (Ambion). First strand cDNA synthesis was done using the SuperScript III First-Strand Synthesis System and 3 μg μl^−1^ random hexamers (Invitrogen), followed by second strand synthesis with DNA Polymerase I and RNase H. After purification, a sequencing library was generated from the double-stranded cDNA by using paired-end adaptors (Illumina) and the NEBNext DNA Sample Prep Reagent Set 1 (NEB). This library was sequenced using an Illumina Genome HiSeq2000.

### ATAC-seq

50,000 cells were lysed in cold lysis buffer (10 mM Tris–HCl, pH7.4, 10 mM NaCl, 3 mM MgCl_2_, 0.1% IGEPAL CA-630)^53^. After spinning at 500×*g* for 5 min, the pellet was used for transposition reaction by Nextera^®^ DNA Library Prep Kit. Following purification by Qiagen EinElute kit, ATAC-seq library was constructed and amplified by NEB High Fidelity 2xPCR master mix. Finally, the library was purified by AxyPrepTM Mag PCR Clean-up kit.

### Data processing and analysis of RNA-seq, ChIP-seq, and ATAC-seq

Mouse genome sequences (version mm9) and the genomic coordinates of RefSeq genes and the repetitive element RepeatMasker were downloaded from UCSC genome browser. All RNA-seq reads were mapped into mm9 mouse genome using Tophat (v1.1.4), Samtools (v0.1.18), and Bowtie (v0.12.7) with default parameters^54^. Normalized expression value (reads per kilobase per million mapped reads (RPKM)) was calculated by Cufflinks (v1.1.0) using RefSeq genes as reference annotation by “--GTF” option^55^. Public transcriptome data from Dnmt1 KO ESCs (SRX695151 and SRX695157) and preimplantation embryos (SRP055882) was downloaded from the NCBI short read archive (SRA)^26,56^. Genes with more than a 1.5-fold change during at least one time point were used to identify transcriptional modules. Euclidean distances were calculated from Log_2_-transformed RPKM values between all gene pairs with the dist function and were subsequently used for Ward.D2 hierarchical clustering via the hclust function in R. Transcriptional modules were then identified by a 20 height cutoff. GOstats in the Bioconductor package was used to evaluate the overrepresentation of GO terms. The Benjamini and Hochberg (BH) method was used for multiple test correction by the p.adjust function. The enrichment of early developmental genes and stem cell functions was analyzed by GSEA (v2.1.0) software^57^. Log_2_-transformed RPKM values were used for GSEA with 100 permutations of gene sets, classic enrichment statistic and signal-to-noise metric. Gene sets for early development and stem cell functions were obtained from a previous publication^27^.

ChIP-seq and ATAC-seq reads were mapped to mm9 genome by Bowtie2 (v2.1.0) with options “--local -D 15 -R 3 -N 1 -L 20 -i S,1,0.50 -k 1”. Read count was normalized as total number of mapped reads. Uhrf1 enriched and depleted regions were assigned when there was more than two-fold difference between ChIP and input and less than a 0.05 adjusted *p*-value within 10k-bp sliding window. The *p*-value was estimated by Poisson distribution from the ChIP-seq read counts compared to the normalized input counts^58^. For histone modifications, peak regions were identified by the rseg-diff program in RSEG software (v0.4.8) with parameters “-i 20 –v –mode 2” and the 50bp-deadzone correction file^59^. Non-overlapped peak regions between WT and Uhrf1KO were defined as differentially modified regions. Promoter configuration was classified by H3K4me3 ChIP-seq reads within ±2kbp of the TSS and by H3K27me3 within ±5kbp. Combination of log2(H3K4me3/input) > 1 & FDR<0.05 by Poisson test, and log2(H3K27me3/input) > 1 & FDR<0.05 by Poisson test were used for classification, as follows. Active promoter: presence of H3K4me3 and absence of H3K27me3; bivalent: presence of H3K4me3 and presence of H3K27me3; repressive: absence of H3K4me3 and presence of H3K27me3; no mark: absence of H3K4me3 and absence of H3K27me3. The retention rate of promoter types was calculated by comparing KO to WT at each time point.

Oct4, Nanog, and Sox2 binding sites were identified by MACS peak caller (v1.4.2) with “-g mm” option. Loss and gain of their binding by Uhrf1 depletion was evaluated by comparing MACS peaks between WT and Uhrf1-/-. Peaks within 100-bp distance were considered as overlapping. Furthermore, WT-specific Oct4 peaks were compared with KO-specific Sox2 and Nanog peaks. We defined WT-specific Oct4 peaks overlapped with and without KO-specific Sox2 or Nanog peaks as “replacement” and “loss”, respectively. For example, “Sox2 + Nanog replacement” means that Oct4 alone peak in WT cells was changed into Sox2 and Nanog peak in KO cells. The closet genes to Oct4 peaks were used as target genes.

ATAC-seq reads, whose fragment size is lower than mono-nucleosome size (=150 bp), were used for subsequent analyses. Genomic coverage of ATAC-seq reads was calculated by genomecov function in Bedtools (v2.25.0). Read count was normalized by total number of mapped reads. ATAC-seq reads within Oct4 peaks were also counted. The difference of chromatin organization and histone modifications between WT and Uhrf1-/- ESCs was evaluated by comparing the normalized read count of ATAC-seq and ChIP-seq within Oct4 peaks with *T* test.

All high-throughput sequencing data produced by this study were listed in Supplementary Data 4. (h) MeDIP-seq (ERP000570) in E14 ESCs were obtained from SRA^25^. Reads were mapped to mouse genome by Bowtie2 as described above.

### Chimera formation

iPSC line (iOSKU-13) derived from MEF cells (B6/DBA2 mouse) by expressing Oct4, Sox2, Klf4, and Uhrf1 were injected into fertilized CD-1 blastocyst to identify the coat-color chimerism. Injection was performed by Yale Genome Editing Center. In brief, super-ovulated CD1 female was mated with CD1 male, and fertilized embryos were isolated. CD1 blastocysts were injected with iOSKU-13, and transferred to uterus of a foster female. Newborn mice were analyzed for coat-color chimerism.

### Statistical analysis

Data were represented as means ± standard errors. Statistical significance was determined using Student’s *t*-test. *p* < 0.05 was defined as statistically significant.

### Data availability

All data generated or analyzed during this study are included in this article or the Supplementary Information files. RNA-seq, ChIP-seq, and ATAG-seq (GSE113915) datasets generated in this study have been deposited in the Gene Expression Omnibus (GEO).

## Electronic supplementary material

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

## References

[1] Du J, Johnson LM, Jacobsen SE, Patel DJ (2015). DNA methylation pathways and their crosstalk with histone methylation. Nat. Rev. Mol. Cell Biol..

[2] Muto M (2002). Targeted disruption of Np95 gene renders murine embryonic stem cells hypersensitive to DNA damaging agents and DNA replication blocks. J. Biol. Chem..

[3] Tittle RK (2011). Uhrf1 and Dnmt1 are required for development and maintenance of the zebrafish lens. Dev. Biol..

[4] Sharif J (2007). The SRA protein Np95 mediates epigenetic inheritance by recruiting Dnmt1 to methylated DNA. Nature.

[5] Ramesh V (2016). Loss of Uhrf1 in neural stem cells leads to activation of retroviral elements and delayed neurodegeneration. Genes Dev..

[6] von Meyenn F (2016). Impairment of DNA methylation maintenance is the main cause of global demethylation in naive embryonic stem cells. Mol. Cell.

[7] Graf U (2017). Pramel7 mediates ground-state pluripotency through proteasomal-epigenetic combined pathways. Nat. Cell Biol..

[8] Berkyurek AC (2014). The DNA methyltransferase Dnmt1 directly interacts with the SET and RING finger-associated (SRA) domain of the multifunctional protein Uhrf1 to facilitate accession of the catalytic center to hemi-methylated DNA. J. Biol. Chem..

[9] Cheng J (2013). Structural insight into coordinated recognition of trimethylated histone H3 lysine 9 (H3K9me3) by the plant homeodomain (PHD) and tandem tudor domain (TTD) of UHRF1 (ubiquitin-like, containing PHD and RING finger domains, 1) protein. J. Biol. Chem..

[10] Hashimoto H, Vertino PM, Cheng X (2010). Molecular coupling of DNA methylation and histone methylation. Epigenomics.

[11] Rajakumara E (2011). PHD finger recognition of unmodified histone H3R2 links UHRF1 to regulation of euchromatic gene expression. Mol. Cell.

[12] Nishiyama A (2013). Uhrf1-dependent H3K23 ubiquitylation couples maintenance DNA methylation and replication. Nature.

[13] Liang CC (2015). UHRF1 is a sensor for DNA interstrand crosslinks and recruits FANCD2 to initiate the Fanconi anemia pathway. Cell Rep..

[14] Tian Y (2015). UHRF1 contributes to DNA damage repair as a lesion recognition factor and nuclease scaffold. Cell Rep..

[15] Tien AL (2011). UHRF1 depletion causes a G2/M arrest, activation of DNA damage response and apoptosis. Biochem. J..

[16] Orkin SH, Hochedlinger K (2011). Chromatin connections to pluripotency and cellular reprogramming. Cell.

[17] Cao R, Zhang Y (2004). The functions of E(Z)/EZH2-mediated methylation of lysine 27 in histone H3. Curr. Opin. Genet. Dev..

[18] Margueron R, Reinberg D (2011). The polycomb complex PRC2 and its mark in life. Nature.

[19] Shilatifard A (2012). The COMPASS family of histone H3K4 methylases: mechanisms of regulation in development and disease pathogenesis. Annu. Rev. Biochem..

[20] Bledau AS (2014). The H3K4 methyltransferase Setd1a is first required at the epiblast stage, whereas Setd1b becomes essential after gastrulation. Development.

[21] Dehe PM (2006). Protein interactions within the Set1 complex and their roles in the regulation of histone 3 lysine 4 methylation. J. Biol. Chem..

[22] Kim J (2013). The n-SET domain of Set1 regulates H2B ubiquitylation-dependent H3K4 methylation. Mol. Cell.

[23] Schuettengruber B, Chourrout D, Vervoort M, Leblanc B, Cavalli G (2007). Genome regulation by polycomb and trithorax proteins. Cell.

[24] Rothbart SB (2012). Association of UHRF1 with methylated H3K9 directs the maintenance of DNA methylation. Nat. Struct. Mol. Biol..

[25] Ficz G (2011). Dynamic regulation of 5-hydroxymethylcytosine in mouse ES cells and during differentiation. Nature.

[26] Umemura Y (2014). Transcriptional program of Kpna2/Importin-α2 regulates cellular differentiation-coupled circadian clock development in mammalian cells. Proc. Natl Acad. Sci. USA.

[27] Tanaka, Y. et al. Transcriptome signature and regulation in human somatic cell reprogramming. *Stem Cell Rep.***4**, 1125–1139 (2015).10.1016/j.stemcr.2015.04.009PMC447182826004630

[28] Bostick M (2007). UHRF1 plays a role in maintaining DNA methylation in mammalian cells. Science.

[29] Kim J, Cantor AB, Orkin SH, Wang J (2009). Use of in vivo biotinylation to study protein-protein and protein-DNA interactions in mouse embryonic stem cells. Nat. Protoc..

[30] Boros J, Arnoult N, Stroobant V, Collet JF, Decottignies A (2014). Polycomb repressive complex 2 and H3K27me3 cooperate with H3K9 methylation to maintain heterochromatin protein 1α at chromatin. Mol. Cell. Biol..

[31] Cooper S (2014). Targeting polycomb to pericentric heterochromatin in embryonic stem cells reveals a role for H2AK119u1 in PRC2 recruitment. Cell Rep..

[32] Boyer LA (2005). Core transcriptional regulatory circuitry in human embryonic stem cells. Cell.

[33] Hirata T (2012). Zscan4 transiently reactivates early embryonic genes during the generation of induced pluripotent stem cells. Sci. Rep..

[34] Lei H (1996). De novo DNA cytosine methyltransferase activities in mouse embryonic stem cells. Development.

[35] Denissov S (2014). Mll2 is required for H3K4 trimethylation on bivalent promoters in embryonic stem cells, whereas Mll1 is redundant. Development.

[36] Schmidt CS (2012). Global DNA hypomethylation prevents consolidation of differentiation programs and allows reversion to the embryonic stem cell state. PLoS One.

[37] Fan G (2005). DNA methylation controls the timing of astrogliogenesis through regulation of JAK-STAT signaling. Development.

[38] Shen X (2009). Jumonji modulates polycomb activity and self-renewal versus differentiation of stem cells. Cell.

[39] Jackson M (2004). Severe global DNA hypomethylation blocks differentiation and induces histone hyperacetylation in embryonic stem cells. Mol. Cell. Biol..

[40] Guccione E (2007). Methylation of histone H3R2 by PRMT6 and H3K4 by an MLL complex are mutually exclusive. Nature.

[41] Hyllus D (2007). PRMT6-mediated methylation of R2 in histone H3 antagonizes H3 K4 trimethylation. Genes Dev..

[42] Wang Y, Bi Y, Gao S (2017). Epigenetic regulation of somatic cell reprogramming. Curr. Opin. Genet. Dev..

[43] Park IH (2008). Disease-specific induced pluripotent stem cells. Cell.

[44] Pawlak M, Jaenisch R (2011). De novo DNA methylation by Dnmt3a and Dnmt3b is dispensable for nuclear reprogramming of somatic cells to a pluripotent state. Genes Dev..

[45] Mikkelsen TS (2008). Dissecting direct reprogramming through integrative genomic analysis. Nature.

[46] Smith ZD, Sindhu C, Meissner A (2016). Molecular features of cellular reprogramming and development. Nat. Rev. Mol. Cell Biol..

[47] Singhal N (2010). Chromatin-remodeling components of the BAF complex facilitate reprogramming. Cell.

[48] Fang L (2016). H3K4 methyltransferase Set1a is a key Oct4 coactivator essential for generation of Oct4 positive inner cell mass. Stem Cells.

[49] Macfarlan TS (2012). Embryonic stem cell potency fluctuates with endogenous retrovirus activity. Nature.

[50] Dan J (2017). Zscan4 inhibits maintenance DNA methylation to facilitate telomere elongation in mouse embryonic stem cells. Cell Rep..

[51] Frangioni JV, Neel BG (1993). Solubilization and purification of enzymatically active glutathione S-transferase (pGEX) fusion proteins. Anal. Biochem..

[52] Wang J (2006). A protein interaction network for pluripotency of embryonic stem cells. Nature.

[53] Buenrostro JD, Giresi PG, Zaba LC, Chang HY, Greenleaf WJ (2013). Transposition of native chromatin for fast and sensitive epigenomic profiling of open chromatin, DNA-binding proteins and nucleosome position. Nat. Methods.

[54] Trapnell C, Pachter L, Salzberg SL (2009). TopHat: discovering splice junctions with RNA-Seq. Bioinformatics.

[55] Trapnell C (2010). Transcript assembly and quantification by RNA-Seq reveals unannotated transcripts and isoform switching during cell differentiation. Nat. Biotechnol..

[56] Wu J (2016). The landscape of accessible chromatin in mammalian preimplantation embryos. Nature.

[57] Subramanian A (2005). Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. Proc. Natl Acad. Sci. USA.

[58] Rozowsky J (2009). PeakSeq enables systematic scoring of ChIP-seq experiments relative to controls. Nat. Biotechnol..

[59] Song Q, Smith AD (2011). Identifying dispersed epigenomic domains from ChIP-Seq data. Bioinformatics.

# Supplementary material for: Uhrf1 regulates active transcriptional marks at bivalent domains in pluripotent stem cells through Setd1a
**Source:** Nat Commun. 2018 Jul 3;9:2583. doi: 10.1038/s41467-018-04818-0
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

### **File Name: Supplementary Data 1**

**Description:** Uhrf1-interacting proteins detected by LC-MS/MS.

### **File Name: Supplementary Data 2**

**Description:** Primers used for RT-qPCR and ChIP-qPCR.

### **File Name: Supplementary Data 3**

**Description:** Antibodies used for this study.

### **File Name: Supplementary Data 4**

**Description:** Summary of high-throughput sequencing.

How the deposited data were processed for this re-analysis (not part of the article)

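ATAC-seq data of 1 library from WT E14 ESCs and 1 library from Uhrf1 KO ESCs were analysed. Other experiments of the study, including the ChIP-seq of Oct4, Sox2 and Nanog, were not analysed here. The authors mapped the reads to mm9 with Bowtie2 2.1.0 in local mode with 1 reported alignment per read, kept fragments shorter than 150 bp and computed coverage with Bedtools 2.25.0. The deposited values are positions of peaks, and the deposited score is 1 for every peak. How the peaks were called, the threshold and any list of excluded regions are not named in the paper's text. The numbers in the peak names skip 3101 values in WT and 2481 in Uhrf1 KO. Whether the skipped numbers belonged to called regions that were left out of the lists is not known. Depth is known only from the paper's Supplementary Data 4, as total and mapped reads. The number of fragments behind a single peak is unknown, so no peak can be given an error of its own.

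From the lists, peaks of both genotypes were compared by position with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. A gap of at most 100 bp counted as overlap, after the study's rule for transcription factor peaks. Shares were given with 95% exact (Clopper-Pearson) binomial intervals and peak numbers at loci with 95% exact Poisson intervals, which cover counting error only. With 1 library per genotype, no test between the genotypes was made. The overlap was set beside 100 random rotations of the KO peaks within each chromosome. The overlap routine was tested on 20000 simulated regions with planted partners and made 0 wrong calls. The simulated regions lay so far apart that only the planted partner was possible. Neighbouring peaks with several possible partners, which the deposited lists hold, were therefore not covered.

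KO and WT peak numbers were divided for each chromosome and for windows of 1 Mb holding at least 20 peaks of both lists together. For the windows only, 1 was added to each number. Distance to transcription start sites (TSSs) was measured from the middle of a peak to the transcripts of GENCODE vM1, which is on the same build as mm9. RefSeq TSSs had been planned, but the RefSeq table at hand was on another build and was not used. Sequence was read from the NCBIM37 genome with pysam 0.24.0 and samtools 1.23.1. GC content was taken over the central 200 bp of a peak. The number of exact genomic copies of the 31 bp at the centre of a peak, on both strands, was counted with numba 0.67.0. Figures were drawn with matplotlib 3.10.9.

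The loci named were fixed beforehand: every gene or locus for which the study's text or Fig. 5 makes a statement on loss of Oct4, 2C genes or chromatin conformation in ESCs, and Pou5f1, Sox2, Nanog and Uhrf1. Windows and chromosomes were named by their rank. The list of names written with this rule left out MERVL, a retrotransposon family that the text names with the 2C genes, and MERVL was not analysed here. Of the 18 gene names, 12 were found in the annotation.

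Alternatives fixed before the data were examined were another overlap rule, autosomes only, merging of neighbouring peaks, covered length in place of peak numbers, shifted windows, a distance of 1 kb to TSSs, the whole peak in place of its central 200 bp and 50 kb around named genes. A threshold by score or width could not be applied, because the score does not vary and the width varies in only 1 KO peak. In its place, peaks were ranked by the number in their name relative to their chromosome, which was chosen after seeing the data, as were the settings that leave out chromosome 8 or peaks in assembly gaps. Peaks in assembly gaps were kept except in that setting and have no GC content.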

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

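The tests for a fall over the library as a whole, for a few loci, for peaks near the threshold and for multicopy sequence were chosen after the results were seen. The test on genes with a GC-rich promoter was added after peaks per protein-coding gene had been seen, and the limit below which a difference at matched GC content was taken as removed (10% of the unmatched one) was set after its value was seen.

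Chromosome 8 had 4792 WT peaks and 3072 KO peaks, a ratio of 0.641, or 0.748 relative to the ratio of all peaks (0.857). It was picked out because it stands apart from the other 18 autosomes, which lay between 0.940 (chromosome 19) and 1.08 (chromosome 14), and the paper does not report peak numbers by chromosome. The relative ratio was 0.748 among the peaks with the lower name numbers of both lists and 0.745 for covered length. Neither value is an independent check. Name numbers were ranked within each chromosome, so each chromosome keeps the same part of its peaks. All peaks but 1 were 101 bp wide, so covered length follows peak number. On chromosome 8, 43.6% of WT peaks were WT-only, against 28.3% to 36.2% on the other autosomes, and 17.1% of KO peaks were KO-only, against 21.6% to 27.6%. A lower peak number over the KO library as a whole is argued against by the other autosomes, the lowest of which is at 0.940. A change at a few loci is argued against by 10 Mb segments: 14 of 14 on chromosome 8 lay below the ratio of all peaks, from 0.562 to 0.990, whereas 43.4% of the 244 segments of other autosomes did. The GC content of its peaks does not account for it either, since chromosome 8 had 0.754 times the KO peaks expected from the GC content of its WT peaks, and the other autosomes 0.932 to 1.07 times.

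What stays open is a difference in the copy number of chromosome 8 between the cell lines, which could be a gain in the WT cells or a loss in the KO cells. Per protein-coding gene, chromosome 8 had 4.43 WT peaks (95% exact Poisson interval 4.30 to 4.56), above the highest of the other 18 autosomes (4.33) by less than the counting error, and 2.84 KO peaks, with 9 autosomes above it (range 1.92 to 3.80). These values lean to a gain in the WT cells without deciding it. Per protein-coding gene with a GC-rich promoter (at least 60% GC), chromosome 8 had 6.92 WT peaks, with 3 of the other 18 autosomes above it (range 4.40 to 7.51), and 4.44 KO peaks, with 9 above it (range 3.54 to 6.50). On both measures gain and loss cannot be told apart, because peak density differs between chromosomes by more than the ratio to be explained. Read depth along chromosome 8 was not analysed here. A loss of open chromatin on chromosome 8 that follows from the absence of Uhrf1 also stays open, since 1 library per genotype does not separate the genotype from the history of a cell line.

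KO-only peaks lay within 2 kb of a TSS in 18.9% of cases (interval 18.3% to 19.6%), against 43.6% (42.9% to 44.2%) for WT-only peaks and 58.3% (57.8% to 58.7%) for shared peaks of the WT list. This share was picked out because the paper's text does not report how near to TSSs the ATAC-seq peaks lie. Weak peaks near the threshold stay open as a cause, because no deposited value measures the strength of a peak. In the fifth of peaks with the lowest name numbers, 11.7% of KO-only peaks (7.76% to 16.6%) and 61.8% of WT-only peaks (53.0% to 70.0%) lay at TSSs, which would count against weak peaks only if the name number ranked peaks by strength. Multicopy sequence is argued against as the whole cause: with all peaks of 2 or more genomic copies left out, the shares were 21.8% for KO-only and 45.7% for WT-only peaks. The difference followed GC content. The median was 49.5% in KO-only, 58.0% in WT-only and 60.5% in shared peaks of the WT list. At matched GC content, in bins of 5 percentage points, KO-only peaks lay at TSSs 0.765 percentage points less often than WT-only peaks. This value averages over bins of opposite direction, as the WT-only share was higher in 6 of 11 bins. From 35% to 40% GC it was 10.6%, against 2.30% for KO-only peaks. From 70% to 75% GC it was 86.2%, against 90.5%. A different preference for GC-rich fragments in the libraries, as amplification can give, may therefore account for the pattern, and so may an opening of GC-poor sequence away from promoters in the KO cells. The matched value goes with either, and telling them apart would need more libraries per genotype.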

How the results depend on the processing

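No paired analysis was possible because each genotype has 1 library. Settings based on the numbers in peak names, on chromosome 8 and on assembly gaps were chosen after seeing the data.

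The excess of WT-only over KO-only peaks (ratio 1.52) reversed in 1 setting. With equal numbers of WT and KO peaks by name number it was 0.924, and the shares without a partner were 26.6% in WT and 28.8% in Uhrf1 KO. By construction, this setting drops the WT peaks with the highest name numbers, which are shared least. Equal list lengths also hold the ratio near 1, since 45251 WT and 43906 KO peaks were then shared, so the reversal is not evidence of a KO-only excess. The ratio was 1.38 with at least 50% of both regions shared, 1.35 after merging, 1.57 with the lower 50% of name numbers in both lists, 1.45 with that part against the whole other list and 1.43 without chromosome 8.

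The share without a partner was 32.1% in WT and 24.6% in Uhrf1 KO. It was 38.0% and 29.4% with at least 1 bp shared, 50.2% and 42.4% with at least 50% of both regions shared, and 35.1% and 28.6% after merging. It was 29.5% and 21.9% with the lower 50% of name numbers in both lists, 10.8% and 8.69% with that part against the whole other list, and 31.2% and 25.0% without chromosome 8. Among the 1000 highest-ranked peaks it was 1.20% in WT and 2.20% in Uhrf1 KO with at least 1 bp shared, and 9.90% and 7.20% with at least 50% shared. Among the 5000 highest-ranked peaks these were 2.64% and 2.46%, then 16.5% and 13.0%. A stricter overlap rule can only lower the number of partners. After random rotation, 0.460% of WT peaks shared at least 1 bp with a KO peak.

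Within 1 kb of a TSS lay 38.1% of WT-only, 14.4% of KO-only, 54.3% of shared WT and 53.3% of shared KO peaks. In the lower 50% of name numbers against the whole other list, the shares within 2 kb were 55.4%, 15.6%, 66.5% and 60.9%. KO-only peaks had the lowest share in each of these settings. Over the whole peak, which is shorter than 200 bp, the octamer occurred in 0.594% of WT-only, 1.30% of KO-only, 0.817% of shared WT and 0.897% of shared KO peaks, with KO-only peaks highest as in the central 200 bp.

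Of 106 alternative values in all, 52 stayed within their counting interval, spread or limit of 1.5 times, 53 moved beyond it and 1 reversed. Among the 30 peak numbers at named loci, 13 moved by over 1.5 times or rose from 0 with 50 kb on either side, where more sequence is counted. The relative ratio on chromosome 8 (0.748) moved by less than the SD over the other autosomes (0.0407), to 0.745 at most. Its settings were the lower 50% of name numbers, ranked within each chromosome, and covered length of peaks of nearly equal width. Neither could move the ratio far, so its stability is not tested by them. In windows of 1 Mb, the lowest log2 ratio (-2.25) was -2.00 with shifted windows and -2.26 with the lower 50% of name numbers, and the highest (1.42) was 1.28 and 1.16, changes below the SD over windows (0.38). These values compare the size of the extremes, not the same windows. Of the 6 windows named for the lowest and highest ratios, 1 overlapped a window so ranked after the shift, and with the lower 50% of name numbers none did, as 0 of the 6 then held enough peaks. Median GC content stayed within the interquartile range of the peaks. The planned thresholds by score and by width, and the ranking by width, were not run. The score does not vary, and the width varies in only 1 KO peak. Without read counts per peak, the depth limits every share: a peak missing from a list is not shown to be closed.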

Other observations

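The tests on mapped reads, on octamers in distal peaks and at TSSs and on germ cell genes without a KO peak were chosen after the results were seen.

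The KO library had 61640 peaks and the WT library 71914, a ratio of 0.857. By the paper's Supplementary Data 4, the KO library had 1.01 times the mapped reads of the WT library, so a lower number of mapped reads is argued against as the cause. The number of fragments shorter than 150 bp, the share of duplicates and the share of reads in peaks were not analysed here and stay open, as does a loss of open chromatin in the KO cells.

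WT-only peaks held the Oct4 octamer about as often as their flanks, at 1.10 times the flank share, whereas shared peaks of the WT list held it at 1.37 times and KO-only peaks at 1.35 times. The nearness of WT-only peaks to GC-rich TSSs, where an AT-rich octamer is rare, may account for the comparison with their flanks. Among peaks more than 2 kb from a TSS, the share in WT-only peaks was 1.33 times that of their flanks, beyond the counting intervals and near the 1.37 times of distal KO-only peaks, and within 2 kb of a TSS it was 0.640 times. Those intervals take neighbouring peaks as independent and so are too narrow. The nearness to GC-rich TSSs is argued against as the cause of the contrast with shared peaks. Shared peaks of the WT list lie at TSSs more often than WT-only peaks (58.3% against 43.6%) and have a higher median GC content (60.5% against 58.0%). Yet they held the octamer at 1.75 times the flank share in distal peaks and at 0.959 times within 2 kb of a TSS, above WT-only peaks in both. No biological explanation was tested. By this measure, WT-only peaks are not enriched in octamers over shared or KO-only peaks.

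Distal KO-only peaks lay in multicopy sequence more often than distal WT-only peaks: 9.06% (interval 8.56% to 9.58%) had a central 31-mer with 10 or more copies in the genome, against 4.64% (4.28% to 5.01%). Distal shared peaks lay between, at 6.35% in the WT list. Opening of repeated sequence in cells that lack Uhrf1, which maintains DNA methylation, would give such an excess. The lower GC content of KO-only peaks may account for part of it, since at matched GC content the difference was 1.98 percentage points in place of 4.43, with the KO-only share higher in 7 of 8 GC bins. The 2 explanations cannot be told apart, because GC content and copy number go together in repeated sequence and 1 library per genotype gives no error for the remainder. Reads with several possible positions were reported at 1, so a peak in such sequence can stand for another copy.

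A hypothesis was that promoters of germ cell genes, many of them silenced by DNA methylation, would gain peaks in Uhrf1 KO ESCs. It was tested with a list of 26 such genes written from general knowledge before the test. 18 of them already had a WT peak within 2 kb of a TSS. Of the 8 without one, 1 had a KO peak (Tuba3a), or 12.5%, against 384 of all 8053 protein-coding genes without a WT peak (4.77%). Random lists of 8 such genes reached 25.0% at their 97.5th percentile, so the list does not stand apart in gains, and 8 genes are too few to exclude a gain. The listed genes with a WT peak went in the opposite direction to the hypothesis more often than other genes: 7 of the 18 had no KO peak (38.9%, 95% exact binomial interval 17.3% to 64.3%), against 1479 of all 14185 genes with a WT peak (10.4%). For genes matched on the name number of their lowest-numbered WT peak, the share was 28.2%, and 10000 random lists so matched reached 44.4% at their 97.5th percentile, so the loss does not stand apart from that of genes with peaks of like rank. Tuba3a was named after its values were seen.

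The windows of 1 Mb with the lowest ratio of KO to WT peaks were on chromosome 8 from 92000001 to 93000000 (18 WT and 3 KO peaks, log2 ratio -2.25) and from 120000001 to 121000000 (25 and 5, log2 ratio -2.12), and on chromosome 13 from 56000001 to 57000000 (28 and 8, log2 ratio -1.69). Of the 10 lowest windows, 6 were on chromosome 8. Those with the highest ratio were on chromosome 6 from 130000001 to 131000000 (5 and 15, log2 ratio 1.42), on chromosome 1 from 100000001 to 101000000 (6 and 16, log2 ratio 1.28) and on chromosome 6 from 63000001 to 64000000 (7 and 17, log2 ratio 1.17). They are the extremes of 2160 windows with a median log2 ratio of -0.19, and their small numbers leave wide counting error.

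The X chromosome had 2403 WT and 2341 KO peaks, 1.14 times the ratio of all peaks. The Y chromosome had 42 and 54. Both lists hold peaks on the Y chromosome.

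At the genes of the core pluripotency factors, each with 10 kb on either side, Pou5f1 (chromosome 17, 35642982 to 35647721) held 12 WT peaks (exact 95% Poisson interval 6.20 to 21.0) and 6 KO peaks (2.20 to 13.1). Sox2 (chromosome 3, 34548927 to 34551383) held 4 and 4, and Nanog (chromosome 6, 122657507 to 122664651) 6 and 5. The intervals overlap at each gene. All 6 KO peaks at Pou5f1 had a WT peak within 100 bp, whereas 9 of the 12 WT peaks had a KO peak. Among the WT peaks without one was that starting at 35642860, 72 bp from the Pou5f1 TSS. The window also takes in peaks at the neighbouring genes Tcf19 and Cchcr1 in both lists. At Sox2, 2 of the 4 WT peaks and 3 of the 4 KO peaks had a partner.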
